# Streamlined computational pipeline for genetic background characterization of genetically engineered mice based on next generation sequencing data

**DOI:** 10.1186/s12864-019-5504-9

**Published:** 2019-02-12

**Authors:** C. Farkas, F. Fuentes-Villalobos, B. Rebolledo-Jaramillo, F. Benavides, A. F. Castro, R. Pincheira

**Keywords:** Sequencing, Congenic mouse, Knockout mouse, Genomic variation, Genetic interactions, Modifier genes, Genetic background, RNA-Seq variant calling, qPCR validation, *Ang*, *Cdkn1a*, *Sall2*

## Abstract

**Background:**

Genetically engineered mice (GEM) are essential tools for understanding gene function and disease modeling. Historically, gene targeting was first done in embryonic stem cells (ESCs) derived from the 129 family of inbred strains, leading to a mixed background or congenic mice when crossed with C57BL/6 mice. Depending on the number of backcrosses and breeding strategies, genomic segments from 129-derived ESCs can be introgressed into the C57BL/6 genome, establishing a unique genetic makeup that needs characterization in order to obtain valid conclusions from experiments using GEM lines. Currently, SNP genotyping is used to detect the extent of 129-derived ESC genome introgression into C57BL/6 recipients; however, it fails to detect novel/rare variants.

**Results:**

Here, we present a computational pipeline implemented in the Galaxy platform and in BASH/R script to determine genetic introgression of GEM using next generation sequencing data (NGS), such as whole genome sequencing (WGS), whole exome sequencing (WES) and RNA-Seq. The pipeline includes strategies to uncover variants linked to a targeted locus, genome-wide variant visualization, and the identification of potential modifier genes. Although these methods apply to congenic mice, they can also be used to describe variants fixed by genetic drift. As a proof of principle, we analyzed publicly available RNA-Seq data from five congenic knockout (KO) lines and our own RNA-Seq data from the *Sall2* KO line. Additionally, we performed target validation using several genetics approaches.

**Conclusions:**

We revealed the impact of the 129-derived ESC genome introgression on gene expression, predicted potential modifier genes, and identified potential phenotypic interference in KO lines. Our results demonstrate that our new approach is an effective method to determine genetic introgression of GEM.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5504-9) contains supplementary material, which is available to authorized users.

## Background

The use of mouse models has resulted in a wealth of knowledge regarding gene function in animal and human diseases, including complex traits. The modern laboratory mouse is the result of careful breeding and trait selection that began in the early twentieth century [1–3]. Inbred mice, produced by brother-sister mating, are isogenic and homozygous, making it possible to know the genetic profile of the strain by typing an individual [4]. Some inbred strains have features that are valuable for transgenic [5] and embryonic stem cell (ESC) technology [6]. The 129-derived ESCs are particularly successful in germline transmission and have been extensively used in the creation of over 5000 knockout (KO) lines [6–8]. However, many ESC lines have been now derived from other strains. For example, ESCs from C57BL/6 N are used in large consortium projects (e.g., EUCOMM). After screening for an ESC clone harboring the targeted allele (e.g., KO and knockin [KI]), ESCs are typically injected into blastocysts (from a strain that differs in coat color) in order to obtain chimeras showing a mixture of black and agouti (or albino) spots, suitable to estimate the degree of chimerism. These chimeras need to be crossed with wild-type (WT) mice to test for germline transmission. The heterozygous carriers of targeted alleles are then either intercrossed, obtaining a line with mixed background, or backcrossed (typically to recipient C57BL/6), obtaining a congenic line by further backcrossing [4, 9]. However, this strategy has disadvantages; the resulting mice will contain mixed backgrounds, and the development of a full congenic line could take up to 5 years given that 10 generations of backcrosses are needed with the recipient strain [10]. Although this timeframe can be reduced when using *marker-assisted* backcrossing (*speed congenics*), it could still take at least 2.5 years [11].

An important consideration is the complex phenotypic evaluation that could result from targeted gene analysis in mixed background lines. Each individual KO or KI mouse (and the wild-type [WT] littermates) will have a different genetic background compositions, due to differences in the segregating background genes from the two parental strains [12, 13]. Thus, the different genetic backgrounds of KO/KI models could influence the resulting targeted-gene phenotype [14–18], particularly affecting the reproducibility of translational studies when mixed and/or uncharacterized backgrounds are used [19–21]. Additionally, the presence of a segment of the ESC-derived chromosome flanking the targeted gene also known as the “congenic footprint”, can confound analysis of phenotypes associated with the targeted gene [22]. The congenic footprint and its pattern of expression could lead to an inaccurate comparison between WT and KO/KI mice due to the linkage of genes at the targeted locus [23]. In line with this, several reports have shown evidence of dramatic changes in gene expression associated with flanking genes, closely related to the genetic background [22, 24–26]. These interactions could incorporate bias in dissecting the KO/KI-dependent transcriptomes, adjudicating erroneous phenotypes [23, 27–29]. Incorporation of new genome editing nuclease-dependent techniques is certainly addressing this problem, allowing the generation of GEM on any inbred strain without using ESCs or chimeras. Still, novel variants could be fixed in these lines due to off-target effects from the Cas9 model generation [30] and/or genetic drift over time [31], justifying the need for accurate genetic background characterization in every GEM line used. Although background characterization can be performed using SNP genotyping in different platforms [32], these methods test a limited number of loci, not always related to protein coding genes, and do not detect novel variants.

Next generation sequencing (NGS) enables high throughput sequencing of genes and genomes at relatively low cost. However, resulting NGS data is very complex, and additional computational methods should be available for the scientific community to characterize the genetic background of GEM lines. Here, we present a computational pipeline that uses NGS data from whole genome shotgun sequencing (WGS), whole exome sequencing (WES) and/or RNA-Seq to detect the nature, ploidy and amount of introgressed variants in GEM lines. This pipeline can generate genome-wide plots of variants per genotype, detect congenic footprints and identify potential modifier genes, which will enable a better understanding of the phenotypic outcomes in studies using partially congenic or mixed background GEM lines, as well as to unravel novel genetic interactions in these models.

## Methods

### Isolation of primary mouse embryonic fibroblasts (MEFs) and cell cultures

We obtained *Sall2* KO mice from Dr. Ryuichi Nishinakamura (Kumamoto University, Kumamoto, Japan) by a material transfer agreement (MTA, 2010). Genotyping of these mice was as previously described [33] and their housing was performed according to the Animal Ethics Committee of the Chile’s National Commission for Scientific and Technological Research (CONICYT, Protocol FONDECYT project 1,151,031). At 13,5 days *post coitum* female mice were euthanized with a CO_2_ inhalation process, and MEFs from *Sall2* WT and KO embryos were isolated as described previously [33]. Mice were routinely genotyped by isolating tail DNA as previously reported [33]. In brief, 1 μL of genomic DNA was used for PCR analysis using the following oligonucleotides: forward, 5′-CACATTTCGTGGGCTACAAG-3′; reverse, 5′-CTCAGAGCTGTTTTCCTGGG-3′; and Neo, 5′-GCGTTGGCTACCCGTGATAT-3′. The sizes of the PCR products were 188 bp for the WT and 380 bp for the KO.

### Cell culture

*Sall2*^*+/+*^, *Sall2*^*+/−*^, and *Sall2*^*−/−*^ primary and immortalized MEFs were cultured in DMEM supplemented with 10% heat inactivated fetal bovine serum (FBS, GE Healthcare HyClone), 1% glutamine (Invitrogen), and 0.5% penicillin/streptomycin (Invitrogen). Experiments with primary *Sall2*^*+/+*^ and *Sall2*^*−/−*^ MEFs were performed with early passages (passages 3–4). Immortalized *Sall2*^*+/+*^ and *Sall2*^*−/−*^ MEFs were obtained using SV40 large T antigen based on a modified protocol from Zhu et al. [34]. For transfection of primary MEFs, we used Lipofectamine 2000 (Invitrogen) and 2 μg of SV40 large T antigen expression vector (Addgene Plasmid #9053). After cell transfection, we proceeded to select for low density. To complete the immortalization process, 5–6 post-transfection passages were carried out. Human embryonic kidney epithelial cells (HEK293; American Type Culture Collection CRL-1573™) were cultured in DMEM supplemented with 10% FBS, 1% glutamine, and 0.5% penicillin/streptomycin.

### RNA-Seq analysis for the detection of differentially expressed genes (DEGs)

We purified RNA (Qiagen) from *Sall2*^*+/+*^, *Sall2*^*+/−*^ and *Sall2*^*−/−*^ MEFs treated or not with doxorubicin 1 μM (Sigma Aldrich) for 16 h. RNA-Seq libraries were prepared at the University of Cambridge sequencing facility (UK). Sequencing in a Next-seq 500 machine yielded an output of 400 gigabases and four FASTQ files per sample. We merged the FASTQ files matching each sample and aligned the reads against the mouse genome assembly (mm10 build) using the HISAT2 aligner (v2.0.5.1, default settings) [35]. We sorted the BAM files using the SortSam.jar script from Picard tools and implemented the HTSeq code (union mode) to quantify the number of reads per gene in each BAM file [36]. The GTF file (genes.gtf) used in HTSeq was from the igenomes repository (mm10, Illumina). Prior to testing for differential expression, we normalized the count table with the RUVSeq package available in Bioconductor (R, Bioconductor: https://www.bioconductor.org/packages/release/bioc/html/RUVSeq.html) with in-silico empirical negative controls and RUVg normalization [37]. The edgeRun code (exact test, y = 50,000) was used to perform differential expression analysis between WT and KO samples [38]. We selected further DEGs with an FDR < 0.001. Gene ontology analysis was performed by using the InnateDB database (https://www.innatedb.com) [39].

### Computational pipeline for variant calling and characterization from the NGS data. Galaxy platform

We uploaded individual BAM files from the RNA-Seq data to the main Galaxy platform (https://usegalaxy.org/). After sorting, genome-wide simple diploid calling was applied using Freebayes (https://github.com/ekg/freebayes). We filtered variants from the resulting raw VCF (Variant Call Format) files using the VCFlib program (https://github.com/vcflib/vcflib) with the following criteria: -f “DP > 10” (Depth over 10 reads) and -f “QUAL > 30” (minimum Phred-scaled probability of error over 30). Chromosomal histograms were plotted using an “in-house” R script (see “script outline” in https://github.com/cfarkas/Genotype-variants). For identification of common variants in KO animals not present in their WT counterparts, we used several tools from the VCFlib toolkit available in Galaxy. We started intersecting KO VCF files using the VCF-VCF intersect program (reference genome mm10) and annotated genotypes (VCF annotate genotypes) using calls from the WT file. We filtered the resulting annotated VCF file by selecting lines that did not match those of the WT (Filter and Sort). An output file with the KO-linked variants was obtained.

### Bash

Four BASH scripts were used sequentially to 1) sort bam files with SAMtools (sort_bam.sh), 2) perform variant calling with Freebayes (variant_collection.sh, parameters described above), 3) filter variants in each VCF file with VCFlib/Bcftools dependencies (filtering_combined_mouse.sh, parameters for VCFlib described above) and 4) dissect KO/KI-linked variants and visualize common variants for each genotype with R (**genotype_variants_mouse.sh, see** **https://github.com/cfarkas/Genotype-variants**).

### Visualization of variants in R

We developed a script written in R (genotype_variants.R) for proper visualization of variants across mouse chromosomes. The script takes the intersected VCF files from WT and KO mice in VCF format as inputs and produces an output of variant frequency per chromosome. The script also includes statistical detection of chromosomes with KO-linked variants in the experiments. We tested the frequency distribution of variants with the Cochran-Armitage test for trend distribution, available in the DescTools package implemented in the R statistical program (https://cran.r-project.org/web/packages/DescTools/index.html). Detected variants were binned every 10 million base pairs according to their chromosomal coordinates, ordered in a contingency table and plotted. After this, a Cochran-Armitage test for trend distribution was implemented to identify chromosomes containing KO-linked variants, based on the frequency distribution of WT and KO genotypes. Graphics were done with the ggplot2 package, implemented in R (https://cran.r-project.org/web/packages/ggplot2/index.html).

### Real-time PCR

We isolated RNA from cells using TRIzol (ThermoFisher Scientific, Inc.) followed by chloroform and isopropanol extraction. The RNA samples were treated with Turbo DNA-free Kit (Invitrogen) to eliminate any residual DNA from the preparation. Total RNA (2 μg) was reverse transcribed using the M-MLV reverse transcriptase (PROMEGA) and 0.25 μg of Anchored Oligo(dT)20 Primer (Invitrogen; 12,577–011). We performed qPCR reactions in triplicate using KAPA SYBR FAST qPCR Master Mix (2X) Kit (Kapa Biosciences) and primer concentrations of 0.4 μM (Additional file 10: Table S1). Cycling conditions were as follows: initial denaturation at 95 °C for 3 min, then 40 cycles with 95 °C for 5 s (denaturation) and 60 °C for 20 s (annealing/extension). To control specificity of the amplified product, a melting-curve analysis was carried out. No amplification of unspecific product was observed. Expression of each gene was relative to *Polr2a* gene (RNA pol II) and plotted as fold change compared to control in each case.

### Western blot analysis

Proteins from cell lysates (50–80 μg of total protein) were fractionated by SDS-PAGE and transferred for 1 h at 200 mA to PVDF membranes (Immobilon; Millipore) using a wet transfer system. The PVDF membranes were blocked for 1 h at room temperature in 5% nonfat milk in TBS-T (TBS with 0.1% Tween), and incubated with primary antibody at an appropriate dilution at 4 °C overnight in blocking buffer. After washing, the membranes were incubated with horseradish peroxidase-conjugated secondary antibodies diluted in TBS-T buffer for 1 h at room temperature. Immunolabeled proteins were visualized by ECL (General Electric Healthcare, Amersham, UK). Antibodies used for Western blotting were as follows: anti-angiogenin (1:500, ab10600; Abcam), anti-p53 (1:500, PAb240; Abcam), anti-p21 (1:500, sc-6246; Santa Cruz Biotechnology), anti-β-actin (1:10000, C4; Santa Cruz Biotechnology), and anti-SALL2 (1:1000, HPA004162; SIGMA).

### Transient transfections and viral infection

For transient transfection, 1.5 × 10^6^ immortalized MEFs (iMEFs) from *Sall2*^*+/+*^ mice were electroporated using 30 μg of plasmids at 1150 V for 30 milliseconds (NEON Transfection System, Thermo Fisher Scientific). For transduction of *Sall2* shRNA into iMEFs, lentiviral particles were packaged in HEK293 cells by co-transfecting pCMV-dR8.2 dvpr (Addgene Plasmid #8455), pCMV-VSVG (Addgene plasmid #8454) and pLKO.1 (Addgene Plasmid #8453) containing the 5’-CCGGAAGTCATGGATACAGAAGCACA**CTCGAG**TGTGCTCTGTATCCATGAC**TTTTTTT**G -3′ (loop & stop in bold) sequence, which targets exon 2 of *Sall2*. The medium was changed every 24 h with 9 μg/mL of polybrene and 24, 48 and 72-h supernatants were filtered through a 0.45 μm filter, collected and added to WT iMEF cells in each case. iMEF cells were selected with 5 μg/mL of puromycin and further recovered with fresh DMEM medium.

### CRISPR-Cas9 KO generation

WT iMEFs were electroporated as described above, with vectors encoding CRISPR-Cas9 in frame with PaprikaRFP (ATUM, DNA TWOPOINTO INC) using the following guide RNA sequences: GGTGAGCGAGGAATTCGGTC and TAGTCTAGGTGCTCCGGTAC targeting the largest exon of the mouse *Sall2* gene (exon 2). These two proteins can be efficiently produced from one coded peptide that relies on the self-cleaving 2A peptide to allow translational skipping [40]. At 16 h following electroporation, the top 2% of the brightest cells were sorted with BDFACSAria III cell sorter (BD Biosciences-US), and pools of 100 cells were plated. The pools were grown for two weeks, and Western blotting against SALL2 was performed to identify silenced cells. Genomic PCR and further sequence analysis were used to confirm CRISPR-Cas9-mediated edition of the *Sall2* locus.

## Results

### Genome-wide detection and distribution of variants from GEM lines

Because there are several sources of genetic variation occurring in KO mice (Additional file 1), we designed a pipeline that allows identification and genome-wide plotting of variants from NGS data, including WGS, WES, and RNA-seq. The pipeline can be implemented both in the Galaxy platform [41, 42] and directly in BASH using several scripts (See METHODS section). If the VCF file of the ESC is available, the pipeline can also identify ESC-introgressed variants (Fig. 1).

**Fig. 1:**
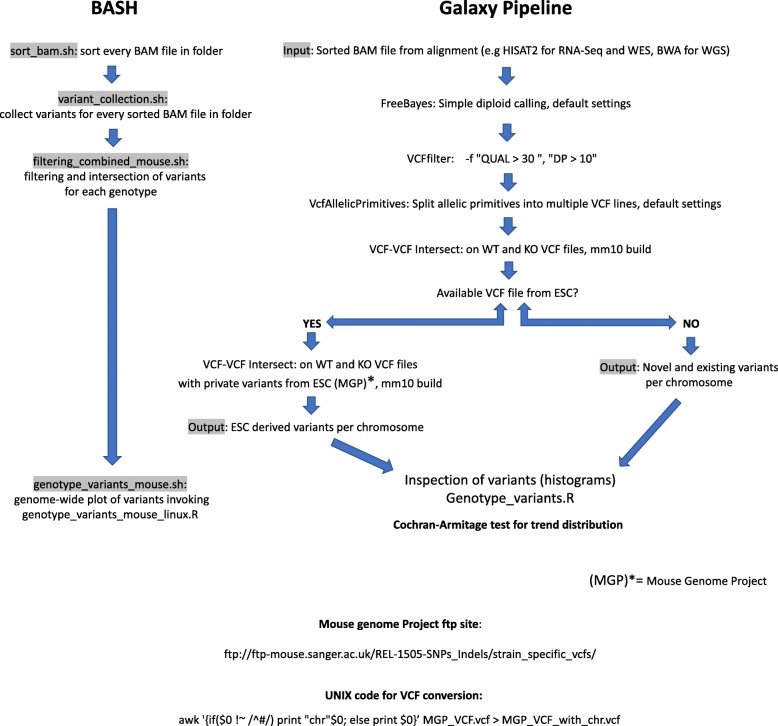
A computational pipeline for the detection of ESC-derived introgressed variants. Galaxy Platform: The pipeline starts with the input of the aligned BAM file from each genotype on the corresponding mouse genome build (e.g., HISAT2 output on the mm10 genome build for RNA-Seq data, BWA output from WES or WGS). The Freebayes variant caller program (simple variant calling) produces a VCF file from every BAM file. We filtered these VCF files using VCFlib, with the following parameters: -f “QUAL > 30”, −f “DP > 10”. Next, VCF-VCF intersect program intersects VCF files from each genotype to obtain the average variation on each genotype (mm10 build, default parameters). If the genome of the ESC used for targeting is available, and variants are correctly characterized, we can use these calls to intersect ESC introgressed variants in the VCF files from each genotype. We used VCF files available in the mouse genome project (http://www.sanger.ac.uk/science/data/mouse-genomes-project) based on the GRCm38 mouse genome release, compatible with the mm10 build (release REL-1505-SNPs_Indels). In these VCF files, the prefix “chr” in every variant call line needs to be added for compatibility with Freebayes VCF files (see UNIX code). If the genome of the ESC is not available, novel and ESC-derived variants are obtained. To confirm chromosomes with a differential distribution of variants among genotypes, we applied the Cochran-Armitage test for trend distribution. BASH: Input BAM files from RNA-Seq/WES/WGS are sorted and indexed with the sort_bam.sh script, then, variant_collection.sh script is applied for variant collection in each BAM file with Freebayes. Filtering and intersection are proceeded as described in the Galaxy platform with the filtering_combined_mouse.sh script. At this step, intersection with ESC-derived variants from the mouse project can be applied to the intersected VCF files (see Github: https://github.com/cfarkas/Genotype-variants). Finally, genome-wide plots of the intersected variants per genotype including KO-linked variants can be obtained by applying the genotype_variants_mouse.sh script

We first tested the pipeline in silico using RNA-Seq data from five congenic KO lines publicly available in GEO datasets with the following accession numbers: GSE71126, GSE81082, GSE47395, GSE65686 and GSE83555 (*Mepc2, Gtf2ird1, Stc1, Itch and Hnrnpd/AUF-1* targeted genes, respectively). In addition, we generated and analyzed our own RNA-Seq data from MEFs isolated from *Sall2* WT and *Sall2-*knockout embryos (*Sall2* KO). The *Sall2* gene targeting was done in 129P2/OlaHsd (129P2)-derived ESCs (E14.1) [43]. The pipeline was applied to call novel and existing variants from each experiment. Further characterization of the variants was done with the variant effect predictor (VEP) algorithm [44]. Focusing on KO samples, we found that the number and ratio of novel/existing variants varied among the KO lines, and that novel variants accounted for more than 50% of the total variants, as seen in *Mecp2* and *Gtf2ird1* KOs (Fig. 2a). We also observed that the number of missense and frameshift variants were positively correlated with the number of novel variants (Fig. 2b) (*P* = 0.0167, Spearman’s correlation). The ratio of homozygous/heterozygous variants among KO lines also varied, but homozygous variants predominated in each RNA-Seq experiment (Fig. 2c) as expected from inbred backgrounds [45].

**Fig. 2:**
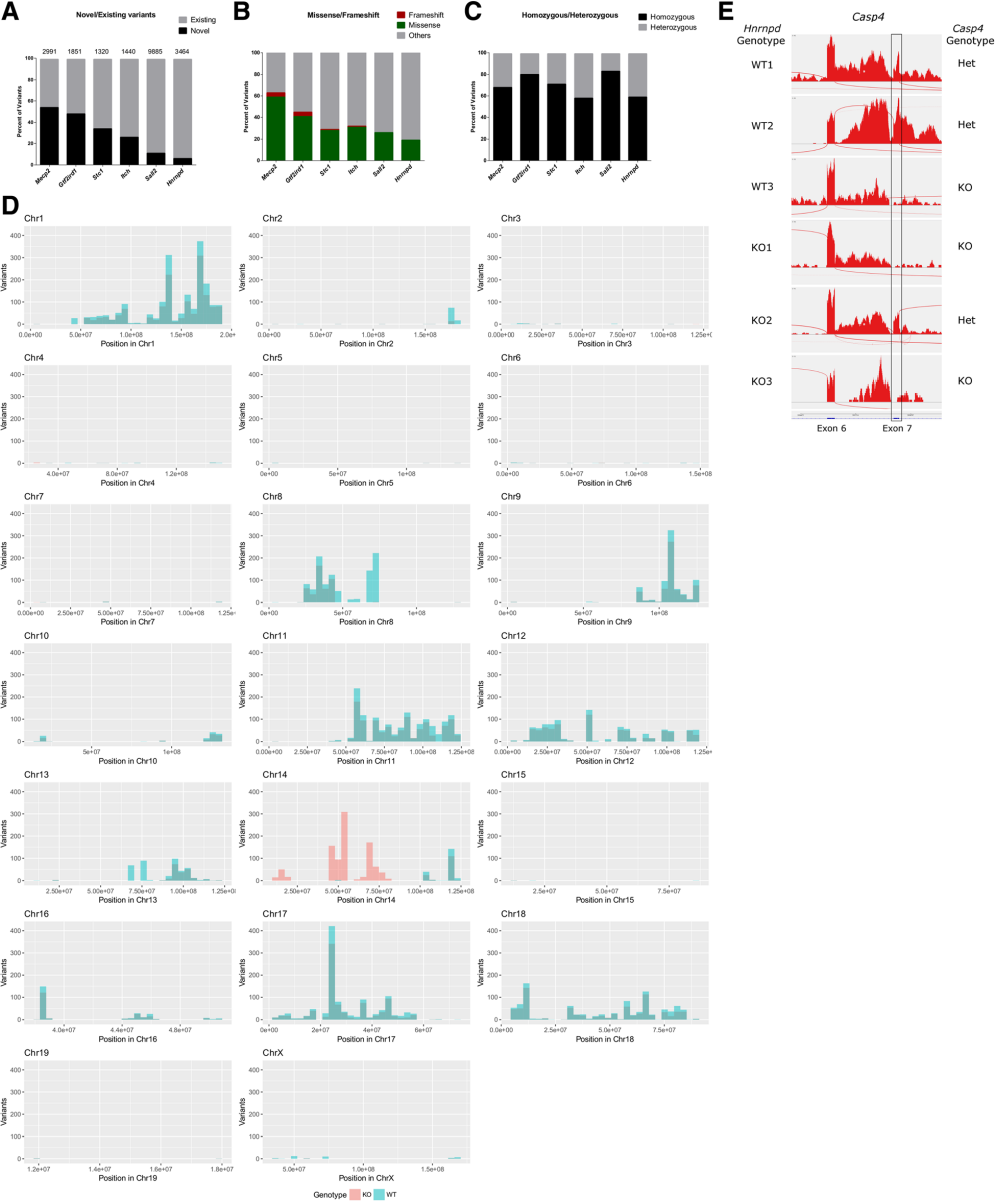
Genome-wide detection and distribution of variants from GEM mice. **a** Interleaved bar graph showing the percentage of novel (black bars) and existing (grey bars) variants characterized by the variant effect predictor (VEP) in each KO. The total number of variants is depicted above each bar. **b** Percentage of frameshift variants (red), missense variants (green) and other variants (grey) characterized in every KO. **c** The ratio between homozygous (black) and heterozygous variants (grey) expressed as percentages in every KO. **d** Histogram of 129P2OlaHsd private variants per chromosome in *Sall2* WT and null embryos. We binned the genomic coordinates of each chromosome every 10 million bases and plotted the variants of each genotype as frequency histograms according to these positions. Blue bars represent variants from one WT embryo and red bars represent the average variants from three *Sall2-*null embryos. **e** Sashimi plots from three biological replicates of WT and KO RNA sequencing samples from *Hnrnpd* KO. Per-base expression is plotted on the y-axis of Sashimi plot; genomic coordinates on the x-axis, and the gene structure are represented on the bottom (in blue, obtained from the USCS server). We obtained the genotypes of the *Casp4* gene from each replicate with Freebayes based on at least one SNP call. We highlighted the expression of exon 7 in a black rectangle to denote its absence in *Casp4* null samples

Since the 129P2 inbred strain (used for *Sall2* gene targeting) was already characterized in the Mouse Genome Project (Wellcome Sanger Institute, UK) [46, 47], we next applied the pipeline to identify 129-derived variants from the *Sall2* KO sequencing experiment. We plotted variants from each genotype according to genomic coordinates using our script written in R (genotype_variants.R, Fig. 2d). Variants were binned every 10 million base pairs (Mb) from each genotype and plotted by chromosome. In the case of *Sall2* KO, the distribution of KO common variants was similar to the distribution of WT variants, with the exception of Chr 14, where the *Sall2* gene targeting was done (located at 52.3 Mb) (Fig. 2d). We also investigated the distribution of all variants (subtracting C57BL/6J variants) in each KO line analyzed and applied the Cochran-Armitage test for trend distribution to find chromosomes presenting differential distribution of variants. According to the analysis, the *Gtf2ird1* KO line displayed extensive backcrossing with C57BL/6J and shows a congenic footprint on Chr 5 where the *Gtf2ird1* gene is located (*P* < 0.0001, Cochran-Armitage test for trend distribution) (Additional file 2). The *Mecp2* KO also presented extensive backcrossing with C57BL/6J mice, but not an obvious footprint on Chr X where the *Mecp2* gene is located (*P* = 0.4508) (Additional file 2). Still, variants linked to the targeted gene were expected due to the congenic nature of this KO line.

Similar to the *Gtf2ird1* KO, the *Stc1* KO line presented extensive backcrossing with C57BL/6J and a clear footprint on Chr 14 where *Stc1* is located (*P* < 0.0001) (Additional file 2). The *Itch* KO also presented extensive backcrossing with C57BL/6J mice; however, four chromosomes display obvious targeted locus-linked variants (Chr 2, Chr 9, Chr 10 and Chr 16 with *P* < 0.0001 for the first three and *P* < 0.02 for the last) (see Additional file 2).

The *Sall2* KO presented very similar distribution as shown in Fig. 2d, suggesting that most of the variants in this line come from 129P2-derived ESCs (Additional file 2). Thus, the mixed background with the ESCs was obvious in this KO due to the amount of 129P2 introgressed variants along ten chromosomes, including Chr 14 where *Sall2* and the footprint are located. Five chromosomes presented differential distribution of variants, with Chr 14 showing the lowest *p*-value (Additional file 4: Table S1 ). Similar to the *Sall2* KO, the *Hnrnpd* KO displayed a mixed background, but the average distribution of the variants greatly differed between genotypes (Additional file 2). Although a footprint was present on Chr 5 where *Hnrnpd* is located, the variant distribution was significantly different in 12 other chromosomes (Additional file 4: Table S1 ), likely due to a low number of backcrosses with C57BL/6J. Thus, we expected potentially disturbing passenger mutations from 129S6-derived ESCs (W4) in the *Hnrnpd* KO line [48]. We also reviewed *Casp4* variants on Chr 9, a gene naturally inactivated (5 base pair deletion) in several 129 strains (S1, S2, S6, P2, X1) [49]. Variant calling from every biological replicate of this study revealed the genotype of 129 congenic *Casp4* across samples, evidencing ploidy of *Casp4* 129-derived variants in one WT and in two *Hnrnpd*-KO samples (Additional file 4: Table S2). We confirmed this observation by the lack of expression of *Casp4* exon 7, as described for several 129 strains [50] (Fig. 2e). Thus, besides variants that are linked to the targeted locus, mixed backgrounds in KO lines could have a deep influence on gene expression or phenotypes, as reviewed previously [10, 51, 52].

In addition to the RNA-seq data, we also tested our pipeline using WES data from the GEO dataset, GSE115017, and single cell WGS from the ArrayExpress archive, E-MTAB-4183. We successfully detected the introgressed variants from DBA/2 mice in the C57BL/6J-DBA/2 sample from the GSE115017 study, and mixed background samples from the E-MTAB-4183 study, depicting the number of chromosomes with ESC introgression, respectively (Additional file 3). Taken together, our procedures can offer a reliable way to detect genetic variation from NGS data, effectively identifying genetic introgression.

### Dissection of variants linked to targeted genes: The congenic footprint

Since the existence of variants linked to targeted loci leads to inaccurate comparisons between WT and KO mice, it is important to detect this bias. Our pipeline in the Galaxy platform (also automatized in the BASH pipeline) allows the analysis of variant distribution and extension, the so-called congenic footprint (Fig. 3a). For the analysis of introgressed variants, we input the intersected VCF files from WT and KO genotypes of *Gtf2ird1*, *Mecp2*, *Stc1* and *Itch* congenic lines, in addition to the *Sall2* KO (MEFs) and Hnrnpd/AUF-1 KO due to the presence of variants on Chr 14 and Chr 5, respectively. We initially performed genotype annotation on KO VCF files using WT VCF files and then selected variants in chromosomes with a significant difference in distribution detected using a Cochran-Armitage test. After selecting lines of KO-annotated VCF files that do not match genotypes, an output with KO-linked variants per chromosome was obtained. For the functional characterization, the variant predictor algorithm (VEP) was used to determine the effect of these variants, including the list of genes linked to the KO genotype (Fig. 3b). As expected, we detected a single chromosome with footprint variants in *Gtf2ird1*, *Mecp2*, *Sall2* and *Stc1* KO lines (Fig. 3c, d, e, and f, respectively) each one with a different number of variants (Additional file 5: Table S1-S4 ). The distributions of variants in the *Sall2* and *Stc1* KOs were similar because both genes are located on Chr 14 (Fig. 3e and f, respectively). Surprisingly, *Itch* KO displayed a footprint in four chromosomes, including Chr 2 where the gene targeting was done (Fig. 3g and Additional file 5: Table S5). We also noticed that variants outside of Chr 2 were heterozygous and could be inherited with the congenic footprinting. VEP annotation led to a diverse number of genes in each KO line (Additional file 5: Table 6). Additionally, the number of backcrossings in each model can be estimated using the formula cM = [200/*N*], where *N* is the generation number and cM the extension of the footprint in centimorgans [53, 54]. The extension of the footprint was estimated with the aid of the histograms in each KO line (denoted as red coordinates in Additional File 5), and homozygous coordinates were transformed to cM using the Mouse Map Converter application (http://cgd.jax.org/mousemapconverter/). Figure 3h depicts the number of backcrossings per KO line, indicating that *Hnrnpd/AUF-1* KO had the lowest number of backcrosses (5) and the largest footprint (42.14 cM), consistent with a mixed background. Conversely, *Itch* KO had the highest number of backcrosses (17) and the smallest footprint (11.94 cM) consistent with a full congenic KO line. These results demonstrate that our novel approach is a reliable method for the detection of introgressed variants and congenic genes, including the estimation of the number of backcrosses in each KO line.

**Fig. 3:**
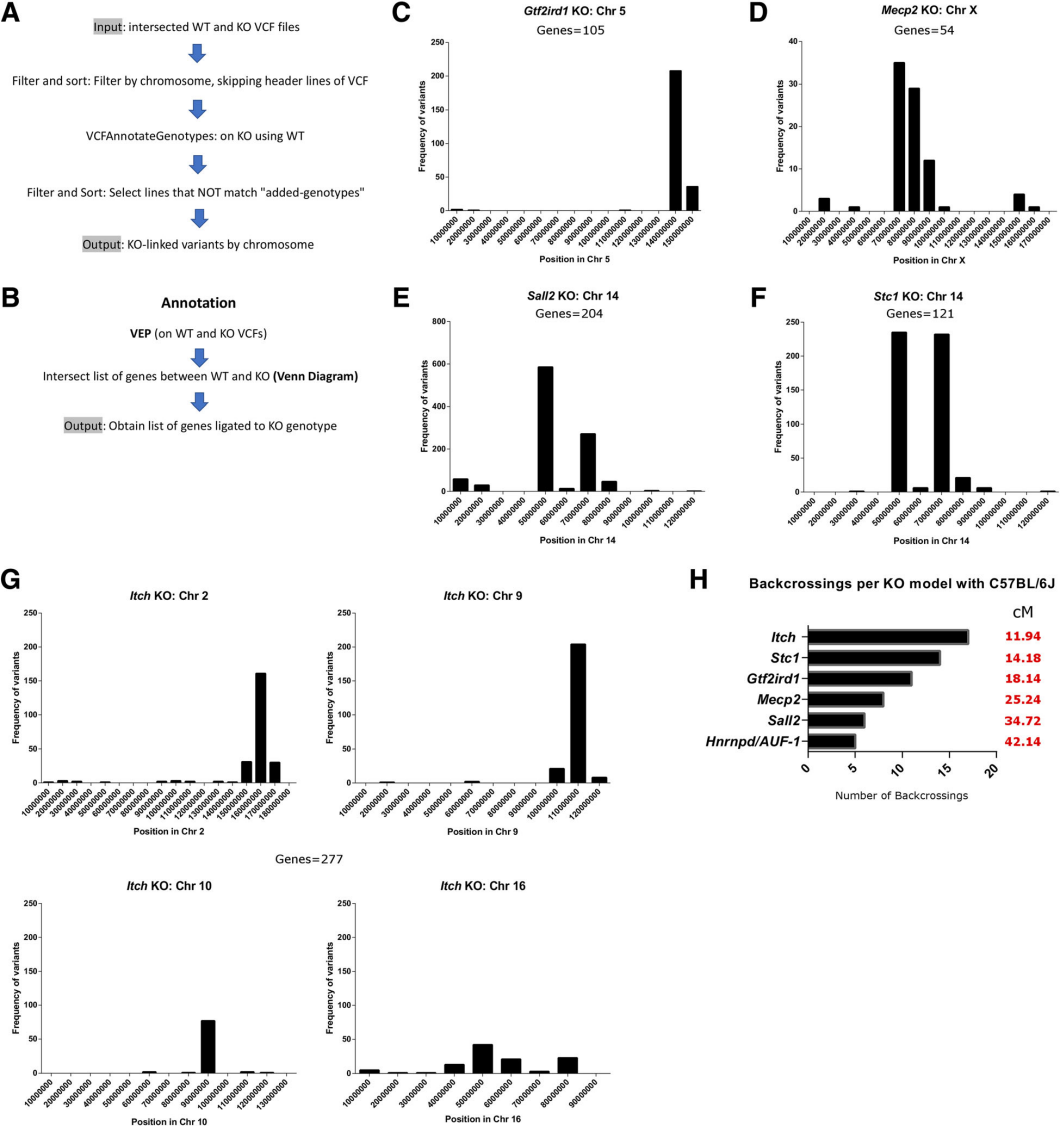
Dissection of variants linked to targeted genes: the congenic footprint. **a** A pipeline for the detection of KO-linked variants based on intersected VCF files per genotype as input. We ignored header lines from the inputted VCF file (Filter and Sort program, skipping header lines starting with #). We performed genotype annotation with the VCFAnnotateGenotypes program on null VCF files using the WT counterpart. After selecting lines that not match “Added-genotypes”, we obtained an output with KO-linked variants. **b** To obtain KO-linked genes from variants in (A), we assessed annotation of variants per genotype with the variant effect predictor program from Ensembl (VEP) and then subtracted KO-linked genes with the aid of Venn diagrams. **c** Histogram of KO-linked variants for the *Gtf2ird1* KO. We binned the genomic coordinates of each chromosome every 10 million bases, and then plotted the variants as frequency histograms according to these positions. The number of congenic genes encompassing these variants is indicated. **d** The same histogram as in (C) for *Mecp2* KO located in Chr X. **e** The same histogram as in (C) for *Sall2* KO located on Chr 14. **f** The same histogram as in (C) for *Stc1* KO located on Chr 14. **g** The same histogram as in (C) for *Itch* KO located on Chr 2. This KO presents four chromosomes with KO-linked variants (Chr 2, 9, 10 and 16). The total number of congenic genes encompassing these variants is indicated. **h** Predicted number of backcrossings with C57BL/6J mice per model. Genomic range of KO-linked variants per model were calculated with the pipeline and translated to centimorgans (cM) with the mouse map converter service (http://cgd.jax.org/mousemapconverter/) according to previously published studies [53, 54]. The extension of KO-linked variants per model in cM is depicted in red

### Ploidy of congenic footprint

We reasoned that the inheritance of congenic variants could vary in ploidy among biological replicates, excluding homozygous inheritance in every case. For this reason, we next addressed ploidy of the congenic footprint in the same KO lines. We focused on the *Sall2* and *Stc1* KOs, as both genes are located on Chr 14. In the *Sall2* KO, 1006 variants were predicted with 80% homozygosity linked to the KO genotype (Additional file 5: Table S3 ). We noticed a center-oriented distribution of these variants (Fig. 4a). To study inheritance of these variants and further characterize the ploidy of the congenic footprint, we used variants from a heterozygous *Sall2* MEF littermate. If the inheritance of the footprint is Mendelian, we reasoned that heterozygous calls in the heterozygous *Sall2* MEF (*Sall2*^*+/−*^) will contain the introgressed variants (Fig. 4b). We found 178 homozygous and 1977 heterozygous variants in the *Sall2*^*+/−*^ MEF littermate (Additional file 6: Table S1 and S2 ) also with center-oriented distribution of the heterozygous variants (Fig. 4c). We used heterozygous variants from these MEFs to annotate genotypes on the previous 1006 predicted *Sall2*-KO linked variants. In agreement with the prediction, 906 variants were annotated using this procedure, covering 91.2% of the *Sall2*-KO introgressed genes (Figs. 4d, e and Additional file 6: Tables S3-S4). Thus, inheritance of the *Sall2*-KO linked variants is homozygous in its extension.

**Fig. 4:**
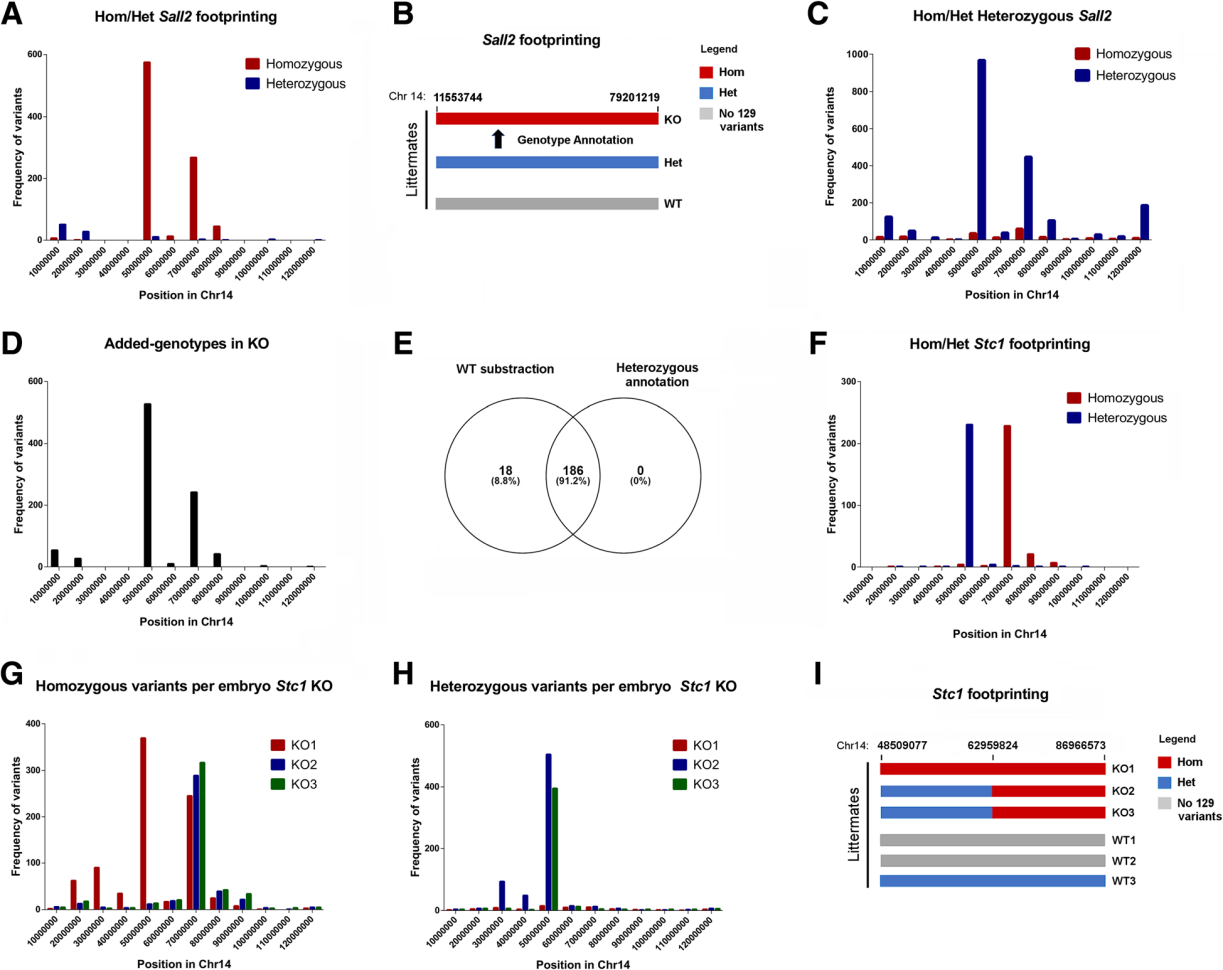
Ploidy of congenic footprint. **a** Histogram of KO-linked variants for *Sall2* KO distinguishing homozygous (red bars) from heterozygous (blue bars) variants. We binned the genomic coordinates of each chromosome every 10 million bases and plotted the variants with each ploidy as frequency histograms according to these positions. **b** Cartoon depicting the congenic footprinting of each embryo in the *Sall2* KO, located on Chr 14. We represented each ploidy with a distinct color (homozygous segment in red, heterozygous segment in blue), marking chromosomal positions above the bars. We performed genotype annotation of KO-linked variants using heterozygous variants from a *Sall2* heterozygous littermate. **c** Histogram of homozygous (red bars) and heterozygous (blue bars) variants from a *Sall2* heterozygous embryo on Chr 14. Variants occurring in the WT embryo were previously subtracted from the heterozygous variants. We plotted the variants with each ploidy as in the graph in (A). **d** Histogram of annotated variants from (A) with heterozygous variants from (B). We plotted the annotated variants as in the graph in (A). **e** Venn diagram comparing the early prediction of congenic genes for the *Sall2* KO (Table S6 in Additional file 5) with annotated variants from (D) showing the overlap. The diagram shows numbers of variants with their corresponding percentages. **f** Histogram of KO-linked variants for the *Stc1* KO differentiating homozygous (red bars) from heterozygous (blue bars) variants. We plotted the variants with each ploidy as in the graph in (A). **g** Histogram of KO-linked homozygous variants per littermate in the *Stc1* KO. We plotted variants from each embryo with a distinct color (KO1 = red, KO2 = blue, KO3 = green). We plotted the variants of each embryo as in the graph in (A). **h** Histogram of KO-linked heterozygous variants per littermate in the *Stc1* KO. We plotted the variants of each embryo as in the graph in (A). **i** Cartoon depicting the congenic footprinting of each littermate in the *Stc1* KO located on Chr 14. We represented each ploidy with a distinct color (homozygous segment in red, heterozygous segment in blue). Chromosomal positions are indicated

In the case of the *Stc1* KO, nearly half of the variants were heterozygous; thus, the ploidy of this footprint has heterozygous and homozygous distribution (Fig. 4f). Reviewing the distribution of homozygous and heterozygous variants for every littermate showed that the KO1 embryo displayed homozygous variants in both homozygous and heterozygous portions of the footprint, while KO2 and KO3 embryos only displayed these variants at the homozygous portion (Fig. 4g). Conversely, KO2 and KO3 embryos displayed heterozygous variants, while KO1 barely has these types of variants (Fig. 4h). Thus, the KO1 embryo is homozygous for both portions of the footprint while KO2 and KO3 are not. Figure 4i shows a summary of the ploidy in every littermate for the *Stc1* KO line, evidencing ploidy variability in the footprint region. All these analyses suggest that the inheritance of the congenic footprint is complex and cannot be assumed as homozygous in every case.

### The congenic footprint influences gene expression of *Sall2*-KO MEFs

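RNA-Seq was performed on mouse embryonic fibroblasts (MEFs), primary cells grown from embryos at 13.5 days post coitum, that were WT, heterozygous (Het) or KO for Sall2, the gene of a zinc finger transcription factor. Without treatment there were 1 WT, 1 Het and 3 KO embryos, so the spread between embryos of the same genotype can be measured only in KO. The authors merged the FASTQ files of each sample, aligned the reads to the mouse genome (mm10) with HISAT2, counted the reads per gene with HTSeq in union mode, and deposited these counts for 24062 genes without normalization. In union mode a read that covers a pair of overlapping genes is counted for neither of them, and the text does not name the strand setting. The total count was 24122414 in WT and 19520477 in Het. It was 23713186, 21592313 and 18236276 in KO embryos 1, 2 and 3, with a median of 21592313. At these totals, 3 counts correspond to between 0.124 and 0.165 CPM, counts scaled to the size of the library. The RNA was depleted of ribosomal RNA before sequencing, and the share of counts left on Rn45s, the pre-ribosomal transcript, was 0.0481% in WT, 0.723% in Het, and 0.0387%, 3.17% and 0.772% in the KO embryos. Counts were normalized for library size with the TMM method of edgeR, and genes with low counts were left out with filterByExpr. WT was then compared with the 3 KO embryos by the two-sided quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment, at an FDR under 0.01. Sall2 lies on chromosome 14 from 52311172 to 52328762 (GRCm38, the assembly of mm10). It had 756 counts in WT, 587 in Het, and 388, 432 and 424 in KO embryos 1, 2 and 3. Normalized, this was 38 CPM in WT, 24 CPM in Het and 21.2 ± 2.79 CPM (SD, n = 3) in KO. The log2 fold change of Sall2 in KO against WT was -0.81 (standard error 0.316, edgeR FDR 1), lower in 3 of 3 KO embryos.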

We then investigated the influence of the congenic footprint on gene expression using *Sall2*-KO MEFs (Fig. 5a). To study the 129P2 genome introgression on Chr 14, we compared the transcriptome of WT versus KO MEFs, identifying 520 DEGs with FDR < 0.01 (Additional file 7: Table S1). 

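Of the 14470 genes tested, 0 passed an FDR under 0.01 between the WT and the 3 KO embryos, and 10 had an unadjusted p under 0.05, of which 4 were higher in KO. The smallest FDR was 1, by edgeR's quasi-likelihood test. The biological coefficient of variation, the relative spread between embryos beyond counting error, was 0.488. In log2 CPM across 13988 genes, which are not independent replicates, the Pearson correlation of KO embryos 1 and 2 was 0.987, while that of KO embryo 3 was 0.905 with KO embryo 1 and 0.91 with KO embryo 2. The WT library had correlations of 0.985, 0.993 and 0.917 with KO embryos 1, 2 and 3. With 1 KO embryo left out at a time, there were 47 DEGs without KO embryo 1, 41 without KO embryo 2 and 0 without KO embryo 3, where 320 genes had an unadjusted p under 0.05. RUVg normalization, which removes a factor of unwanted variation estimated from genes taken as unchanged, followed by edgeR's exact test gave 121 DEGs, of which 117 are among the paper's 520. Sall2 passed in each of the 9 settings with RUVg, all but the first of them chosen after the data were seen, with an FDR between 4.22e-27 and 0.00138, and in the settings without RUVg its FDR was 1. The number moved most, to 4523, with RUVg and 2 factors over genes with more than 5 counts in at least 2 libraries, a setting chosen after the data were seen. With 2 factors, 1 WT and 3 KO libraries leave no degree of freedom for the spread. Calls in control with 2 factors therefore decide nothing, for Sall2 too. Of the paper's 520 genes, 516 were tested and 515 of them had a log2 fold change with the paper's sign, which is not independent evidence since the paper chose them on these libraries. From its DEGs, the paper goes on to ask which genes depend on Sall2 and which on the introgressed 129P2 segment around it.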

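The genes that the paper lists under 13 gene ontology terms (Additional file 7) were followed in single libraries, as the log2 ratio of normalized counts to the WT library, which all ratios share. For the 15 genes tested of the term defense response to virus, the median log2 ratio was 0.72 in KO embryo 1, 0.30 in KO embryo 2, 5.62 in KO embryo 3 and 5.32 in Het. With the 2 of these genes that had 3 counts or fewer in WT set at their bound, the medians were 0.70, 0.23, 5.60 and 5.31. For the 55 genes of innate immune response, the medians were 0.60, 0.25 and 2.32 in KO embryos 1, 2 and 3 and 2.52 in Het, or 0.58, 0.21, 2.15 and 2.50 with 4 such genes at their bound. The 16 genes of inflammatory response had medians of 0.84, 0.27 and 4.03 in the KO embryos and 3.80 in Het, or 0.82, 0.25, 4.00 and 3.84 with 1 such gene at its bound. Cell adhesion, with 20 genes, had medians of 0.56 and 0.46 in KO embryos 1 and 2 but -0.67 in KO embryo 3 and -0.36 in Het. In the fit of the 3 KO embryos against WT, the median log2 fold change of defense response to virus was 4.16, and 0.51 without KO embryo 3. That of innate immune response was 1.67, and 0.51 without this embryo. For inflammatory response it was 2.76, and 0.58 without this embryo. Among 10000 random lists of the same size matched on mean expression, the median of defense response to virus lay at percentile 100 in each KO embryo, and that of cell adhesion at percentiles 100, 100 and 1.5. These percentiles describe the libraries on which the genes had been chosen. Of the genes tested in the 13 terms, 0 had an unadjusted p under 0.05.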

Gene ontology analysis showed several clusters of genes involved in immune and inflammatory responses, virus response and cell adhesion, among others, suggesting an association of *Sall2* with these biological functions (Additional file 7: Table S2). We confirmed several DEGs by qPCR, including non-coding genes, such as *Rmrp*, the pre-ribosomal transcript, *Rn45s,* and genes located in the introgressed region, such as *Ang*, *Rpph1*, *Gch1*, and *Anxa8* (Fig. 5b). To address whether these genes are *Sall2*-dependent, we silenced *Sall2* in WT MEFs using a short hairpin RNA (shRNA) and then performed qPCR to examine the impact of *Sall2* silencing within the same genetic background (Fig. 5c). From all the genes tested, only *Gch1*, *Rpph1*, *Ang*, and *Cd36* were affected by *Sall2* silencing, but with different fold changes compared with that obtained using RNA-Seq analysis (see *Pnp* in Fig. 5d). Although qPCR analysis initially showed that *Pnp* was downregulated in *Sall2-*KO MEFs, this result was an artifact resulting from poor reverse primer hybridization due to mismatches in the genomic region, confounding the analysis of *Pnp* in *Sall2*-KO cells (Fig. 5e).

**Fig. 5:**
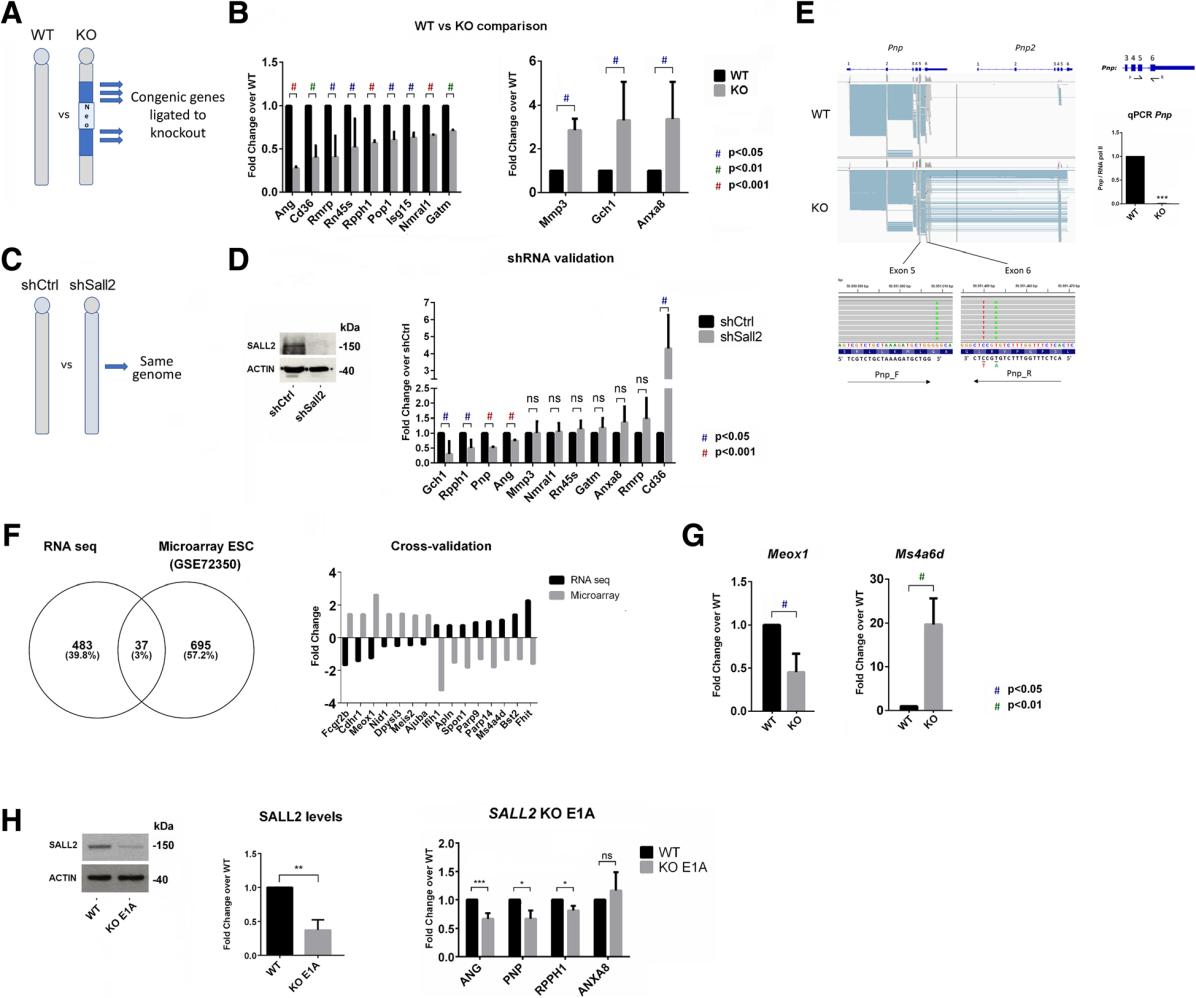
The congenic footprint influences gene expression of *Sall2*-KO MEFs. **a** Cartoon comparing a segment of Chr 14 in *Sall2* WT versus *Sall2*-KO MEFs. Grey color denotes the C57BL/6J recipient strain, and the blue segments represent the ESC introgressed genome with corresponding congenic genes, flanking the *Sall2* locus (Neo = neomycin cassette used in the homologous recombination). **b** Validation of several downregulated (left) and upregulated DEGs (right) between *Sall2* WT and KO iMEFs. We isolated, reverse transcribed and analyzed RNA from *Sall2* WT and KO iMEFs by quantitative real-time PCR. Shown are the expression levels normalized to RNA pol II (*Polr2A* gene) for every gene when compared to levels in WT. We expressed the values as fold change from WT (*N* = 3; data is represented as mean ± s.e.m.), blue # *P* < 0.05; green # *P* < 0.01; red # *P* < 0.001 versus WT; Student’s T-test. **c** Cartoon comparing Chr 14 between scramble (shCtrl) and *Sall2*-silenced cells (shSall2). Grey color denotes the C57BL/6J recipient strain, showing this comparison as genetically correct. **d** *Left:* Representative Western blot for SALL2 and ACTIN in scramble (shCtrl) and *Sall2*-silenced (shSall2) in WT iMEFs. *Right:* Cross-validation of genes in *Sall2*-silenced cells by qPCR as in (B). We normalized the values against RNA pol II (*Polr2A* gene) and expressed them as fold change from scramble (shCtrl) (*N* = 3; data is represented as mean ± s.e.m.), blue # *P* < 0.05; red # *P* < 0.001 versus shCtrl; Student’s T-test. **e** *Left:* IGV snapshot of the WT and congenic *Pnp/Pnp2* gene. The numbers depict exons of both genes. Primers used for detection are indicated in every exon (Exon 5 = Forward, Exon 6 = Reverse). We magnified mismatches from IGV in both primers (in red and green), and we underlined it around the reverse primer in exon 6. *Right:* Schematics of the *Pnp* gene and the position of primers for quantitative real-time PCR. Lower: Quantitative real-time PCR of *Pnp* mRNA in *Sall2* WT and null iMEFs. Shown are the *Pnp* expression levels normalized to *Polr2A* gene for *Pnp* when compared to levels in WT (*N* = 4, *** *P* < 0.001, versus WT; Student’s T-test). **f** *Left:* Venn diagram comparing DEGs from *Sall2* WT versus KO MEFs (FDR < 0.01, Fold Change > 0.35) with DEGs from a microarray of *Sall2* induction in ESCs (Fold Change > 1.3, GSE72350). The overlap reveals 37 common DEGs. *Right:* DEG cross-validation by fold change from the overlap of both studies. We considered only DEGs with opposing fold changes in both studies. **g** qPCR validation of two DEGs (*Meox1* and *Ms4a6d*) from the latter in *Sall2* WT versus null iMEFs (*N* = 3; data is represented as mean ± s.e.m.). blue # *P* < 0.05; green # *P* < 0.01 versus WT; Student’s T-test. **h** Cross-validation of *Sall2*-responsive DEGs in a CRISPR-Cas9 (KO E1A) model in HEK293. *Left*: Representative Western blot for SALL2 and ACTIN in HEK293 individual clones transfected with Control CRISPR (without sgRNA) or SALL2 E1A CRISPR with the quantification of SALL2 protein bands normalized with ACTIN in the bar graph (*N* = 4 for control (WT), N = 4 for CRISPR SALL2E1A (KO E1A), ** *P* < 0.01 versus WT; Student’s T-test.) *Right*: Validation of several downregulated DEGs in the KO E1A model by qPCR. We expressed the values as fold change from WT (*N* = 3; data is represented as means±s.e.m.). *** *P* < 0.001; * *P* < 0.05; ns, non-significant versus WT; Student’s T-test

To confirm *Sall2*-dependent DEGs in another genetic background, we also used data from a microarray study of transcription factor (TF)-inducible mouse ESCs in which a single TF (such as *Sall2*) is induced in a doxycycline-controllable manner [55], which allowed cross-validation of 37 other DEGs from the RNA-Seq experiment (Additional file 7: Table S3). From this comparison, 15 DEGs presented similar fold changes between studies (Fig. 5f). 

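In the MEF libraries, 15 of these 15 genes had a log2 fold change of KO against WT in the direction of the paper's table, 7 lower and 8 higher in KO. The microarray of Sall2 induction was not analysed here. Against the WT library, which the comparisons share, 14 of the genes had this direction in KO embryo 1, 14 in KO embryo 2, 14 in KO embryo 3 and 13 in Het. The genes were picked by the study on the same libraries, so their direction is not independent evidence. Meox1 had a log2 fold change of -1.40 (standard error 0.509) and Cdhr1 of -1.56 (standard error 0.589), both lower in 3 of 3 KO embryos, and these 2 genes had an unadjusted p under 0.05. The smallest p adjusted over the list alone was 0.337 by edgeR's quasi-likelihood test, and over all genes tested the FDR was 1. Both genes passed with RUVg and edgeR's exact test, with FDRs of 9.33e-09 and 0.000108, and neither passed without RUVg, where the FDR was between 0.911 and 1 for Meox1 and 1 for Cdhr1. Bst2 had a log2 ratio to WT of 0.78 in KO embryo 1, 0.17 in KO embryo 2 and 5.62 in KO embryo 3, and its log2 fold change of 4.16 had a standard error of 2.89. In the same embryos Parp9 had log2 ratios of 0.51, 0.14 and 3.70. Fhit had 3 counts in WT and between 12 and 18 in KO, at least 4.78-fold higher.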

We evaluated two of these DEGs by qPCR, confirming trends from the RNA-Seq and the microarray studies (Fig. 5g). These 15 DEGs partly confirmed the initial gene ontology terms (Additional file 7: Table S4). Additionally, we cross-validated the *Sall2*-dependent downregulation of *Ang*, *Pnp*, and *Rpph1* using a CRISPR model of SALL2 in HEK293 cells, lacking the highest expressed isoform of *Sall2* (Fig. 5h). Our study confirmed that the congenic footprint and its interaction with the genetic background influence transcriptome analysis from KO lines. Thus, additional experimental approaches and cross validation are required to determine gene-dependent targets.

### Screening of expression quantitative trait loci (eQTL) in the *Sall2* KO congenic region

The above methodology did not account for potential modifier genes acting as eQTL from the congenic region of KO mice. In the case of the *Sall2*-KO MEFs, about 204 genes on Chr 14 were congenic; therefore, we expected genetic interference with the KO mutation (Additional file 5: Table S6). 

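Of the 204 genes that the paper lists in the introgressed region, 144 were found by symbol in the count table and 134 entered the test of WT against KO. The reads of these genes in KO come from the 129P2 segment and were aligned to mm10. After adjustment 0 of the 134 passed, and 2 of them, Ang and Tmem260, were among the 10 genes with an unadjusted p under 0.05. With RUVg and edgeR's exact test, a setting added for this list after the data were seen, 7 congenic genes were DEGs, namely Ang, Haus4, Loxl2, Mmp14, Rpph1, Sall2 and Tmem260. Against the other genes tested this was an odds ratio of 6.87 (two-sided Fisher's exact test, p = 0.000131). The median log2 fold change of the 134 genes was -0.08, with 80 of them lower in KO, and lay at percentile 1.22 of 10000 matched random lists. In single embryos against the shared WT library, the congenic median lay at percentile 1.59 in KO embryo 1, 0 in KO embryo 2 and 68.3 in KO embryo 3. Without KO embryo 3 it was -0.08, at percentile 0, over 132 genes.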

Out of the 204 genes, 61 carried missense mutations, and 17 were DEGs (Additional file 8: Table 1). To identify potential modifier genes in the congenic region of the *Sall2* KO, we applied the eQTL strategy [56]. We propose a pipeline for the detection of candidate eQTLs, based on the linear dependence between expression and genotype, as previously described [57]. We obtained normalized gene counts of congenic genes from *Sall2* WT as well as heterozygous and KO MEFs and tested linear regression against arbitrary values for each genotype (WT = 1, Het = 0.5, and KO = 0) (Fig. 6a).

**Fig. 6:**
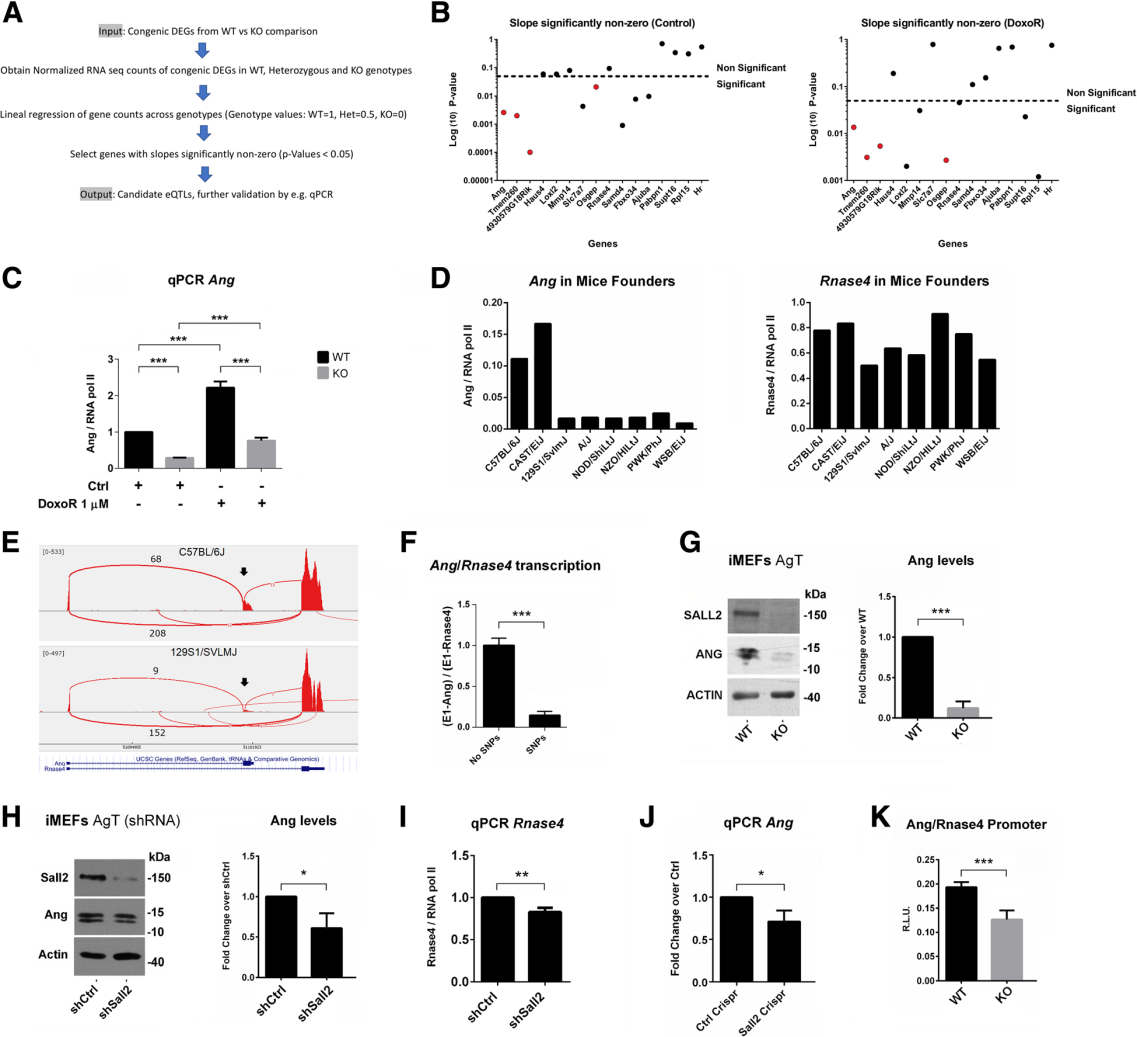
Screening of eQTLs in the *Sall2* KO congenic region. **a** Pipeline based on the linear dependency of gene expression to genotype for the detection of expression quantitative trait loci (eQTL) in congenic regions. Digital counts of gene expression from congenic DEGs in WT, heterozygous and KO genotypes are normalized (e.g. RUVSeq package, available in Bioconductor) and used for further analysis. Then, lineal regression of gene counts across genotypes is obtained, previously defining arbitrary values for each genotype (WT = 1, Het = 0.5, KO = 0). Genes with slopes significantly different than zero are selected according to *P* < 0.05. Finally, an output list of genes with candidate eQTLs is obtained. **b** *Left:* DEGs with significant eQTLs in control after linear regression analysis as described in (A). Genes with slope significantly different from zero are candidate eQTLs and potential modifier genes in the *Sall2* KO. We settled the *P* = 0.05 threshold using a dashed line. *Right:* Same analysis for the congenic DEGs with doxorubicin perturbation. We settled the *P* = 0.05 threshold using a dashed line. We selected candidate DEGs with eQTLs based on significant *P*-values both in control and with doxorubicin perturbation. Four genes were selected for further analysis (*Ang*, *Tmem260*, *4930579G18Rik*, and *Osgep,* denoted as red dots in both graphs). **c** qPCR validation of *Ang* expression in *Sall2* WT and KO MEFs with or without doxorubicin treatment (16 h with 1 μM doxorubicin). Shown are *Ang* expression levels normalized to *Polr2A* gene when compared to levels in WT or doxorubicin treatment. (N = 4; data is represented as means ± s.e.m.). *** *P* < 0.001 versus WT or doxorubicin treatment; Student’s T-test. **d** *Left*: Normalized reads per kilobase per million (RPKM) of Angiogenin (*Ang*) against RNA Pol II (*Polr2A*) across the eight mice founder strains. *Right*: Same analysis as described for the *Rnase4* gene. **e** Sashimi plots of the *Ang/Rnase4* gene expression in C57BL/6J (upper) and 129S1/SvlmJ (lower) strains. Per-base expression is plotted on the y-axis of Sashimi plot; genomic coordinates on the x-axis and the gene structure are represented on the bottom (in blue, obtained from the USCS server). Lower black arrows indicate *Ang* expression and upper black numbers indicate *Ang* junctions. Lower black numbers indicate *Rnase4* junctions. **f** Ratio of *Ang* versus *Rnase4* junctions in strains with (129S1/SvlmJ, A/J, NOD/ShiLtJ, NZO/HILtJ, PWK/PhJ and WSB/EiJ, respectively) and without (C57BL/6J and CAST/EiJ strains) SNPs in the *Ang/Rnase4* locus. **g** *Left:* Representative Western blot for SALL2, ANG, and ACTIN in *Sall2* WT and KO iMEFs. *Right:* Quantification of ANG protein bands normalized with ACTIN in the bar graph (N = 3, *** *P* < 0.001 versus WT; Student’s T-test.). **h** *Left:* The same analysis of (G) for ANG in scramble (shCtrl) and *Sall2*-silenced cells (shSall2). *Right:* Quantification of ANG protein bands normalized with ACTIN in the bar graph at the right (N = 3, *** *P* < 0.001 versus shCtrl; Student’s T-test.). **i** Validation of *Rnase4* levels in the shRNA-silencing model of Sall2 in iMEFs. Shown are the expression levels normalized to RNA pol II (*Polr2A* gene) for *Rnase4* when compared to levels in shCtrl. We expressed the values as fold change from shCtrl (N = 3, * *P* < 0.05 versus shCtrl; Student’s T-test). **j** Validation of *Ang* levels in a CRISPR-Cas9 silencing model of *Sall2* in iMEFs. We expressed the values as fold change from control CRISPR (N = 3, * *P* < 0.05 versus Control CRISPR; Student’s T-test). **k** Luciferase assay with the murine *Ang/Rnase4* promoter electroporated in *Sall2* WT and null iMEFs. We measured luciferase and β-galactosidase activities. R.L.U = relative luminescence units to β-gal (N = 3, *** *P* < 0.001 versus WT; Student’s T-test)

We also analyzed gene expression using doxorubicin as an environmental perturbation, since this drug increases nucleosome turnover around the promoters of active genes [58]. 

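Doxorubicin, a DNA intercalating drug, was given at 1 μM for 16 h, and the assay and counting were those of the untreated MEFs. The table holds 1 WT, 1 Het and 3 KO libraries with doxorubicin. KO libraries 2 and 3 have the same count for 24062 of 24062 genes, so they differed by less than the sampling noise and were counted as 1 sample, which leaves n = 2 for KO with doxorubicin. The total count was 21350978 in WT, 15560728 in Het, 19527783 in KO embryo 1 and 21601522 in the library counted once. At these totals 3 counts correspond to between 0.139 and 0.193 CPM. Rn45s took 0.0848% of the counts in WT, 2.56% in Het, and 0.153% and 0.110% in KO. With 1 WT and 2 KO libraries, 1 degree of freedom is left per gene, and edgeR took the spread of every gene from the trend over all genes. Sall2 had 188 counts in WT, 164 in Het, and 76 and 81 in KO. This was 9.36 CPM in WT, 7.8 CPM in Het and 3.95 ± 0.333 CPM (SD, n = 2) in KO, a log2 fold change of -1.24 (standard error 0.303, edgeR FDR 0.0187), lower in both KO libraries. It passed with RUVg and edgeR's exact test and with every gene with at least 1 count. Its FDR in the alternatives that left genes to test lay between 9.12e-17 and 1. With a RUVg factor, 1 WT and 2 KO libraries leave no degree of freedom for the spread, so RUVg calls between WT and KO with doxorubicin decide nothing.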

We tested 16 congenic DEGs ranked by fold change for genotype dependency in the control condition, of which eight display linear genetic dependency (Fig. 6b**, left**). 

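For the 16 congenic genes of Fig. 6b, the slope on the genotype value (1 for WT, 0.5 for Het and 0 for KO) was tested over the 5 control libraries. With edgeR's quasi-likelihood test, 0 of the 16 genes had a p adjusted over the list alone under 0.05, and 2 genes, Ang and Tmem260, had an unadjusted p under 0.05. The paper chose these genes on the WT and KO libraries, so this is not independent evidence. The log2 slope of Ang was 2.70 (standard error 0.71, adjusted p = 0.183 by edgeR). RUVg followed by least-squares regression at an unadjusted p under 0.05 moved the number most, to 11 genes. Least-squares regression of TMM-normalized counts gave 4 genes, namely Ang, Osgep, Samd4 and Fbxo34. These were also the genes whose slope was the largest of the 20 arrangements of the genotype values (exact permutation p = 0.05, the smallest that the 5 libraries allow). In these 4 genes the Het library lay between WT and all 3 KO embryos. The least-squares slope of Ang was 3.42 CPM from KO to WT (standard error 0.248). Tmem260 had 849 counts in WT, 336 in Het, and 376, 303 and 211 in KO, which after normalization placed Het among the KO embryos. 4930579G18Rik had 87 counts in WT, 300 in Het, and 27, 23 and 154 in KO, with KO embryos on both sides of WT.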

Global perturbation with doxorubicin altered fold changes of these genes and the DEGs with genetic dependence (Fig. 6b**, right**). Four of these genes displayed genetic dependence in both control and doxorubicin-treated conditions (*Ang*, *Tmem260*, *4930579G18Rik* and *Osgep*, see red dots in Fig. 6b), and *Ang* was one of the most differentially expressed genes in both cases (Additional file 7: Table S1 and Additional file 8: Table S2, respectively). 

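With doxorubicin, 30 of 15256 genes passed an FDR under 0.01 between the WT and the 2 KO libraries, 18 higher and 12 lower in KO, and 433 genes had an unadjusted p under 0.05. In 26 of the 30 genes both KO libraries lay on the same side of WT, and the others were the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. Xist, among the 26, had a log2 ratio to WT of -8.96 in KO embryo 1 and -0.17 in the other KO library. The number moved most, to 2756, with RUVg and the identical libraries counted as 2, a setting chosen after the data were seen, and it was 0 with all libraries in a single fit, where 26 genes had an unadjusted p under 0.05. Apart from Mlc1, Gch1 had the largest increase of the 26, a log2 fold change of 3.20 (standard error 0.249, edgeR FDR 8.1e-34). Those of Egfl6, Cyp11a1 and Cpxm2 were 2.83, 2.75 and 2.10, and 1.42, 1.60 and 1.28 without KO embryo 1, where no test was made. Mlc1 itself, with 1 count in WT and 63 and 17 in KO, was at least 14.2-fold higher, and at least 5.23-fold without KO embryo 1. Apart from Rpph1, which was at the floor in KO, Pnp2 and Ang had the largest decreases. After these, Emcn had a log2 fold change of -1.93 (standard error 0.193, edgeR FDR 5.49e-20), Ppp1r3e of -1.60 and Peli2 of -1.46, lower in both KO libraries. With DESeq2, Gch1, Pnp2, Ang and Emcn passed, while Mlc1, Egfl6, Cyp11a1, Cpxm2, Rpph1, Ppp1r3e and Peli2 did not. Of the 16 congenic genes, 1 had a slope with an adjusted p under 0.05 by edgeR's test, Ang, and 1 more, Osgep, had an unadjusted p under 0.05. Least-squares regression gave 3 genes, Ang, Osgep and Rpl15, and with RUVg 9 genes, while the fit without the Het library gave 7. Whether doxorubicin altered the fold changes was tested as an interaction of genotype and treatment. Of 15905 genes 0 passed, and 41 had an unadjusted p under 0.05, of which 0 were among the 16 congenic genes. For these 16 the smallest p adjusted over the list alone was 0.831, by edgeR. On simulated counts with the dispersion of all 3 KO embryos, 0.182, this test recovered 2 of 200 changed genes, and with that of KO embryos 1 and 2, 0.0205, it recovered 192. The simulated changes were of 2 or 3 on the log2 scale, larger than the interaction fitted for any of the 16 genes. The recovery of 192 therefore does not show that changes of their size would be found. Without KO embryo 3, 1 of the 16 had an unadjusted p under 0.05, Hr, with an interaction of -1.77 (standard error 0.547, edgeR FDR 1) in place of -1.32 (standard error 1.24, edgeR FDR 1). With the embryo as a replicate block 8 genes passed, namely Atp5e, Gch1, Myh6, Phyhip, Rmrp, Rn45s, Slc6a9 and Sox2, most of which were named only after their values were seen. KO embryo 3 has only a control library in that block, which does not enter the estimate, as in the fit without KO embryo 3. With the identical library taken as that of KO embryo 3 in the block, a setting chosen after the data were seen, 2 genes passed, Saa3 and Xist, and 0 of the 8. In that pairing Y-linked genes had 6397 counts in control and 0 with doxorubicin, and Xist had 31 and 4163. The call of Xist repeats this difference, so the pairing weighs little as a check of the block. Among the 16 congenic genes Hr had a p adjusted over the list alone of 0.0133 in the first of these blocks, by edgeR, while in the other block and the other settings the smallest was between 0.163 and 0.844.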

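Ang lies on chromosome 14 from 51091150 to 51102009 (GRCm38), inside the span of Rnase4 from 51091077 to 51106151, so reads on exons of both are counted for neither. It had 85 counts in WT, 63 in Het, and 8, 14 and 21 in KO embryos 1, 2 and 3 in control. With doxorubicin it had 247 counts in WT, 113 in Het, and 27 and 34 in KO. Normalized, Ang was at 4.28 CPM in WT, 2.58 in Het and 0.717 ± 0.274 CPM (SD, n = 3) in KO in control, and at 12.3, 5.37 and 1.52 ± 0.0512 CPM (SD, n = 2) with doxorubicin. In control its log2 fold change of KO against WT was -2.53 (standard error 0.731, edgeR FDR 1), lower in 3 of 3 KO embryos, and between -2.25 and -2.81 with 1 embryo left out. RUVg with edgeR's exact test gave -2.58 with an FDR of 3.67e-10, the RUVg settings chosen after the data were seen gave an FDR between 3.15e-22 and 3.21e-09, and the settings without RUVg gave one between 0.668 and 1. The lowest FDR came with RUVg and 2 factors, which leave no degree of freedom for the spread in control. With doxorubicin the log2 fold change of Ang was -3.003 (standard error 0.325, edgeR FDR 8.66e-17), lower in both KO libraries. Its FDR in the alternatives that left genes to test went from 1.41e-73, with RUVg and the identical libraries counted as 2, to 1, with all libraries in a single fit, and it also did not pass with the identical libraries counted as 2 in the quasi-likelihood test, chosen after the data were seen. Rnase4 had a log2 fold change of -0.33 in control (standard error 0.529), smaller than its standard error, with 1 of 3 KO embryos higher than WT. It was -0.14 without KO embryo 1, -0.18 without KO embryo 2 and -0.75 without KO embryo 3. Among the libraries with doxorubicin, Rnase4 was lower in KO than in WT by 0.90 on the log2 scale (standard error 0.221, edgeR FDR 0.0189).

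**Figure D1:**
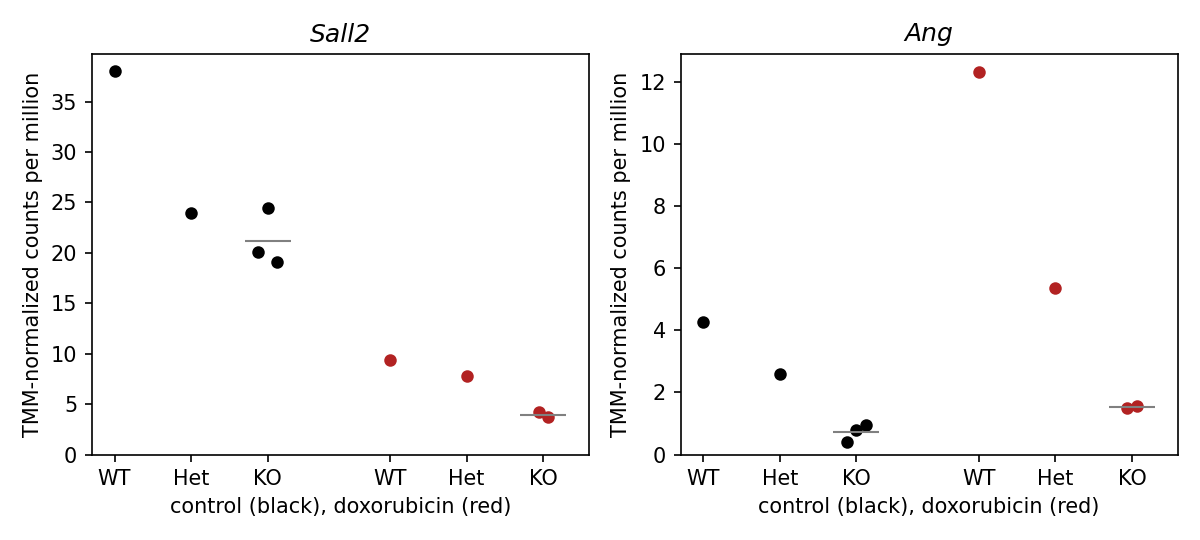
TMM-normalized CPM of Sall2 (left) and Ang (right) in each library by genotype, in control and with doxorubicin. Each point is a library and the grey lines are means of KO, and for Ang in control WT lies at 4.28 CPM and the KO embryos between 0.414 and 0.947 CPM.

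Tmem260, from 48446124 to 48524246 on the same chromosome, had a log2 fold change of -1.45 in control (standard error 0.46, edgeR FDR 1) and of -1.09 with doxorubicin (standard error 0.211, edgeR FDR 0.000234). For Osgep, from 50906478 to 50924893, these were -0.56 (standard error 0.331) and -0.87 (standard error 0.222, edgeR FDR 0.0307). 4930579G18Rik, from 54650511 to 54654607, had -0.39 (standard error 1.16) in control, which was -0.03 without KO embryo 1, -0.02 without KO embryo 2 and -1.67 without KO embryo 3, and -1.26 (standard error 0.508, edgeR FDR 1) with doxorubicin. With RUVg and edgeR's exact test the FDR with doxorubicin was 2.85e-196 for Rnase4, 2.73e-24 for Osgep and 0.0022 for 4930579G18Rik. These values decide nothing, because RUVg leaves no degree of freedom for the spread there. Over all alternatives the FDR reached 1 for each of these genes. Tmem260 passed in control with RUVg, at an FDR of 3.79e-13, and in no setting without it, where the FDR was between 0.427 and 1. With doxorubicin Tmem260 did not pass with DESeq2 or edgeR's exact test, and its FDR in the alternatives lay between 3.3e-56 and 1. In both treatments, least-squares regression at an unadjusted p under 0.05 gave a slope for 2 genes, Ang and Osgep, and RUVg with the same regression for 8, among them all 4. With doxorubicin the log2 slope of Ang was 3.06 (standard error 0.458, adjusted p = 0.013 by edgeR), and its least-squares slope was 11 CPM (exact permutation p = 0.0833, the smallest that these libraries allow). From the genes with a dependence in both conditions, the paper goes on with Ang.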

*Sall2*-KO *Ang* displayed low expression levels both in control and doxorubicin-treated MEFs compared to WT *Ang* expression. However, the fold change in *Ang* expression induced by doxorubicin was similar between genotypes (Fig. 6c). These results suggest that the congenic (129P2) *Ang* promoter, controlling both *Ang* and *Rnase4* genes [59] is functional, but *Ang* transcription is low in the 129P2 strain. In agreement with our data, RNA-Seq data from the striatum of the eight Collaborative Cross founder strains [60] (SRA project ID: PRJNA228935) showed that *Ang* expression is remarkably low in six out of the eight strains (except C57BL/6J and CAST/EiJ), values corresponding to outliers in comparison to the group. We did not see this effect in the expression of *Rnase4* (Fig. 6d). Moreover, strains with low levels of *Ang* in the striatum presented several variants in the *Ang/Rnase4* gene, which were absent in the C57BL/6J and CAST/EiJ strains (Additional file 9A). These variants are also present in *Sall2*-KO MEFs, congenic from 129P2, but absent in the WT counterpart (Additional file 9B), suggesting an association of these variants with the low expression of congenic *Ang*. In line with this, Sashimi plots from the RNA-Seq data across mice founders supported by-pass of *Ang* transcription linked to the genomic variants (Fig. 6e and f, respectively and see Additional file 9C). Furthermore, an independent RNA-Seq study from the hippocampus of 129S1/SvImJ mice [61] (GEO DataSets accession GSE76567) showed strong downregulation of *Ang* transcripts compared to the C57BL/6J mice (Additional file 9D), a trend that we also experimentally confirmed in the cortex of the *Sall2*-KO mice by qPCR (Additional file 9E). By Western blot analysis, we confirmed strong downregulation of ANG protein levels in *Sall2*-KO MEFs (Fig. 6g), in agreement with the low *Ang* early detected by qPCR (See Ang in Fig. 5b). In contrast, mild downregulation of ANG protein levels was detected in *Sall2-*silenced cells (Fig. 6h) along with mild downregulation of *Rnase4* (Fig. 6i). Similarly, CRISPR-Cas9-mediated *Sall2*KO in WT MEFs showed mild downregulation of *Ang* (Fig. 6j, see model validation in Additional file 11). These results suggest that SALL2 transcriptionally regulates *Ang*/*Rnase4*, but *Ang* expression is additionally affected by congenic variants present in the *Sall2* KO line. Consistent with transcriptional regulation by *Sall2*, the *Ang/Rnase4* promoter contains a cluster of three SALL2 binding sites around the transcription start site (data not shown). An *Ang/Rnase4* promoter of 1231 base pairs displayed less activation in *Sall2*-KO versus WT cells, consistent with the mild downregulation of *Ang* and ANG protein levels in *Sall2*-silenced cells (Fig. 6k). Taken together, congenic *Ang* is transcribed at low levels due to genetic determinants inherited from 129P2, somehow masking *Sall2*-dependent transcriptional regulation. Thus, *Ang* could be classified as a potential modifier gene in *Sall2*-KO MEFs.

### Genetic interference of *Cdkn1a*, a canonical target of *Sall2*

As an example of how introgressed genes can act as gene expression modifiers, we focused on *Cdkn1a* (p21^CIP/WAF^), a gene known to be regulated by both SALL2 and ANG. SALL2 is known to induce *Cdkn1a* in neurons, ovarian epithelial cells and MEFs under genotoxic stress [33, 62, 63]. On the other hand, ANG negatively regulates p21^CIP/WAF^ through p53 degradation in human cells [64, 65]. 

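Cdkn1a lies on chromosome 17 from 29090976 to 29100727 (GRCm38). It had 11147 counts in the WT library, 13009 in Het, and 8745, 8781 and 8733 in the KO embryos of the RNA-Seq without treatment. This was 561 CPM in WT, 532 in Het and 447 ± 50.8 CPM (SD, n = 3) in KO. The log2 fold change of KO against WT was -0.29 (standard error 0.455, edgeR FDR 1), smaller than its standard error though lower in 3 of 3 KO embryos. With 1 KO embryo left out it was between -0.22 and -0.37, and the FDR was 1 in the settings without RUVg and 0.565 with RUVg and edgeR's exact test. In the RUVg settings chosen after the data were seen it lay between 4.1e-27 and 0.313, and Cdkn1a passed an FDR under 0.01 in 4 of them. RUVg settings with 2 factors leave no degree of freedom for the spread in control, so calls with them decide nothing.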

*Cdkn1a* was not detected as a DEG in the RNA-Seq analysis by comparing *Sall2* WT vs KO MEFs. Therefore, genetic interference with *Cdkn1a* transcription is likely to occur in *Sall2-* KO mice due to the existence of a congenic footprint. We noticed minor changes in p21 protein and *Cdkn1a* mRNA levels between *Sall2* WT and KO MEFs (Fig. 7a and b, respectively). Conversely, shRNA-mediated *Sall2* silencing in *Sall2* WT MEFs showed strong downregulation of p21 protein and *Cdkn1a* mRNA levels, consistently with previous reports [63, 66] (Fig. 7c and d, respectively). We hypothesized that the downregulation of ANG partly explains the unchanged p21 protein and *Cdkn1a* mRNA levels in *Sall2*-KO MEFs. In agreement with this hypothesis, mature ANG expression into *Sall2* WT MEFs readily downregulated p21 protein and *Cdkn1a* mRNA levels, assuming transcriptional repression of *Cdkn1a* by ANG (Fig. 7e and f, respectively). Surprisingly, we did not see this effect on endogenous P53 protein levels (TRP53), as previously reported [64]. A model of *Cdkn1a* regulation was proposed based on SALL2 and ANG as opposite regulators. In the *Sall2*-silencing model, mild downregulation of ANG protein levels is achieved; thus, the activator of *Cdkn1a* (SALL2) is in very low levels while the repressor (ANG) is present, downregulating *Cdkn1a* (Fig. 7g, upper). Conversely, in the *Sall2* KO model, the activator is lost, and the repressor is expressed at low levels, relieving the inhibition on *Cdkn1a* (Fig. 7g, lower). These suggest that ANG exerts transcriptional regulation on *Cdkn1a* in a manner that opposes SALL2, interfering *Cdkn1a* regulation in *Sall2*-KO cells.

**Fig. 7:**
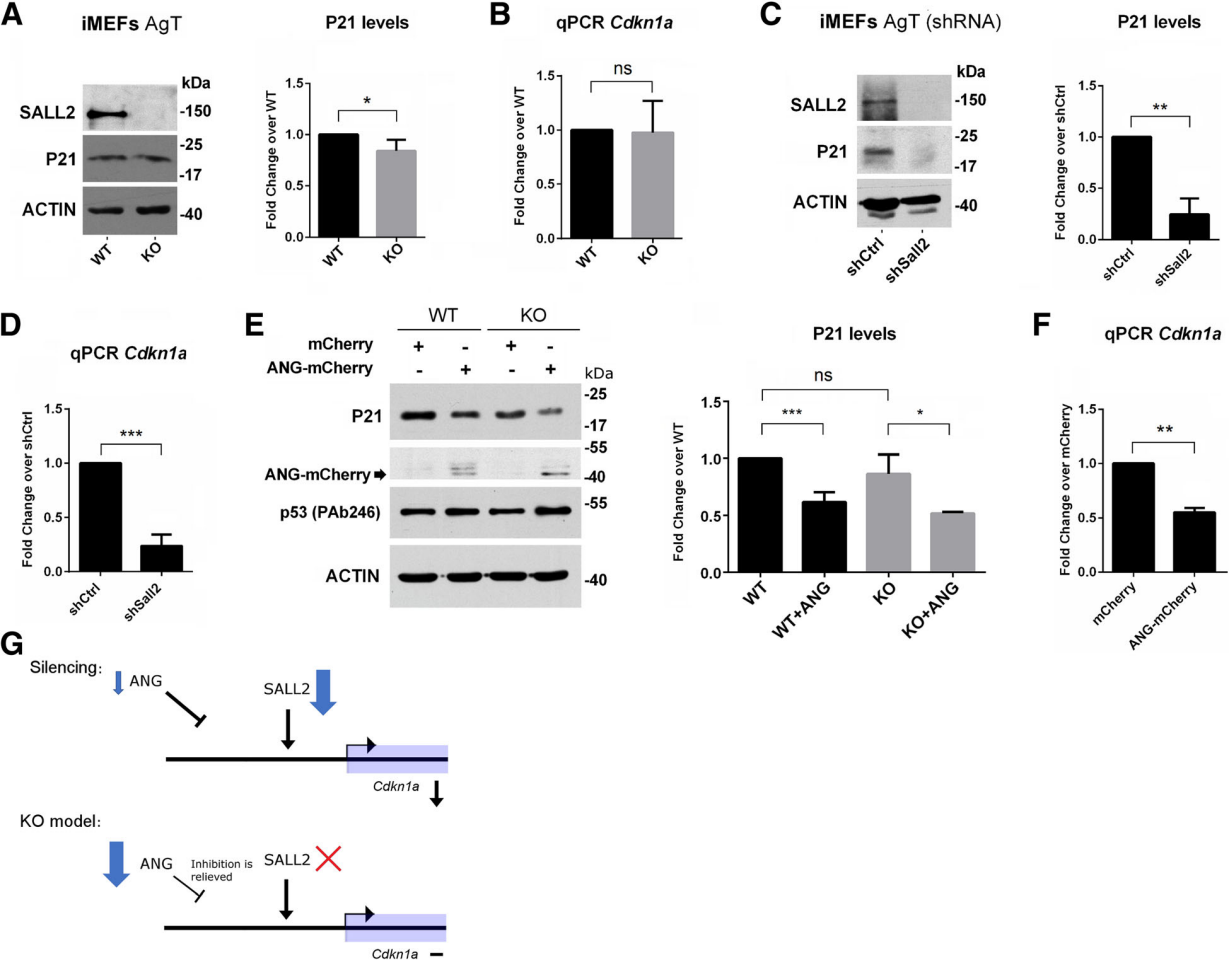
Genetic interference of *Cdkn1a*, a canonical target of Sall2. **a** *Left:* Representative Western blot for SALL2, P21, and ACTIN in *Sall2* WT and KO cells. *Right:* Quantification of P21 protein bands normalized to ACTIN (N = 3, *** *P* < 0.001 versus WT; Student’s T-test.). **b** *Cdkn1a* mRNA levels in *Sall2* WT versus KO iMEFs. We isolated, reverse transcribed and analyzed RNA from WT or *Sall2*-null iMEFs by quantitative real-time PCR. Shown are the expression levels normalized to the *Polr2A* gene for *Cdkn1a* when compared to levels in *Sall2* WT iMEFs. We expressed the values as fold change from WT iMEFs (N = 3, * *P* < 0.05 versus WT; Student’s T-test). **c** *Left:* Same analysis as in (**a**) from scramble (shCtrl) and *Sall2*-silenced cells (shSall2). *Right:* Quantification of P21 protein bands normalized to ACTIN (N = 3, *** *P* < 0.001 versus shCtrl; Student’s T-test). **d**) Same analysis as in (**b**) for *Cdkn1a* mRNA levels in scramble (shCtrl) versus *Sall2*-silenced iMEFs (shSall2). We expressed the values as fold change from shCtrl iMEFs (N = 3, *** *P* < 0.001 versus shCtrl; Student’s T-test). **e**) *Left:* Representative Western blot for P21, ANG-mCherry, P53, and ACTIN in *Sall2* WT and KO iMEFs. Where indicated, we electroporated plasmids encoding mCherry or ANG-mCherry. After 16 h, the lysates were analyzed. *Right:* Quantification of P21 protein bands normalized to ACTIN (N = 4 for WT, N = 3 for KO, *** *P* < 0.001, * *P* < 0.05, ns = non-significant versus WT or KO; Student’s T-test.). **f** RNA from *Sall2* WT iMEFs electroporated with mCherry or ANG-mCherry for 16 h were isolated, reverse transcribed and analyzed by quantitative real-time PCR. Shown are the expression levels of *Cdkn1a* normalized to *Polr2A* (N = 3; data is represented as mean ± s.e.m.). *** *P* < 0.001 versus mCherry; Student’s T-test. **g** Model of *Cdkn1a* regulation based on SALL2 and ANG as opposite regulators. *Upper:* In the *Sall2*-silencing model, minor downregulation of the repressor of *Cdkn1a* (ANG, small blue arrow) and strong downregulation of the activator (SALL2, enlarged blue arrow) downregulates *Cdkn1a* mRNA. *Lower:* In the *Sall2* KO model, the activator of *Cdkn1a* (SALL2, red cross) is absent, consequently, the repressor (ANG, enlarged blue arrow) expresses at very low levels, relieving the repression of *Cdkn1a* mRNA

## Discussion

The origin of the ESCs used in gene targeting, the number of backcrosses and consecutive breeding used for the maintenance of GEM (KO/KI) lines (including potential genetic drift) all can have a profound impact in the genetic make-up of these models. These genetic variations within mice from the same KO or KI line will influence gene expression and phenotypes, potentially jeopardizing experimental conclusions. Thus, the genetic background of GEM mice imposes biases that need to be addressed before making conclusions to ensure reproducibility of gene expression and the phenotypes associated to a targeted gene.

We designed an automatized pipeline implemented in both the Galaxy platform and in a BASH/R script to perform genetic background characterization of GEM lines. Using NGS data, our pipeline can 1) identify introgression of ESC-derived variants in the C57BL/6 background and other recipient genomes, including genome-wide variant visualization; 2) define partial congenic, fully congenic, or mixed backgrounds and 3) detect and characterize the ploidy of the congenic footprint. After applying the pipeline, the Ensembl variant predictor algorithm [44] can be used to classify variants as novel or existent. However, a potential limitation of our pipeline in Galaxy, using WGS data (at high depth) is the amount of computational time employed in the variant calling, making the use of public servers impractical and restricting the calculations to a cluster. To circumvent this problem, we implemented the pipeline purely in BASH, raising the open file limit for such analysis (see Github: https://github.com/cfarkas/Genotype-variants). Thus, our pipeline is flexible in the use of both RNA and DNA sequencing data. Large-scale genomic sequencing data is superior for measuring introgression of genes or genomic segments, from one strain to another, as well as for identifying sequence differences in non-transcribed DNA. However, using RNA seq data, it is possible to assess influences on gene expression caused by the congenic footprints and to identify putative modifier genes with an eQTL strategy. Of relevance, is that our approach provided the opportunity to uncover genetic contamination along with novel variants fixed by genetic drift.

SNP genotyping panels are currently used to perform genetic background characterization; however, there are disadvantages in using this approach for genetic background characterization of GEM lines. A summary of the advantages and disadvantages of SNP genotyping and the pipeline are presented in Table 1**.** For example, our pipeline, which is based on NGS sequencing data, is versatile (accepts WGS/WES/RNA-Seq data) and greatly outperforms dense SNP arrays in sensibility and detection of novel/rare variants (especially DNA-Seq data [67]). Furthermore, it allows visual estimation of the extension of variants with the aid of histograms containing variant frequency per chromosome. As reported, SNP arrays have fixed sensibility and do not perform well in detecting rare variants, including novel variants [68].

**Table 1:** Advantages and Disadvantages for the use of NGS data in genetic background characterization

	Genotype Variants Pipeline	SNP genotyping
Implementation	NGS data: WGS/WES/RNA-seq	Only microarrays
Computational Resources	High for WES/WGS	Low
Rare Variant Detection	Yes	Difficult
Novel variant discovery	Yes	No
QTL detection	Yes, Using RNA-Seq (eQTLs)	Yes, using genetic linkage studies.
Sensibility	Increasing power with more depth	Fixed
Visualisation	Genome wide-plots in R (free)	Programatically or included in commercial programs

We reviewed the advantages and disadvantages in genetic monitoring using NGS data (through our pipeline) versus SNP-dense microarrays**.** We considered implementation, computational resources, rare variant detection, novel variant discovery, QTL detection, sensibility and visualization in each method

To explore the introgression of gene variants in GEM mice, we applied the pipeline using publicly available high throughput data, in addition to our experimental data from *Sall2* KO mice. As a proof of concept, we were able to identify the ploidy of 129-derived variants that leads to a *Casp4* null mutation (reported in several 129 strains) in the background of *Hnrnpd* KO mice. We also found that the number of novel variants is highly variable between KO lines, even overpassing ESC introgressed variants. This observation represents a bias since novel and missense variants correlate in number, imposing novel backgrounds for the KO lines and the need for proper characterization of these variants.

Our studies indicate that the number of congenic genes varies between KO lines, and in one case introgressed genes are outside the targeted chromosome (e.g., for the *Itch* KO). The latter example implies that both genotypes (WT/KO) were independently maintained. Alternatively, we may have detected a partially (incomplete) congenic strain with residual segments outside the targeted chromosome. After obtaining linked variants by the WT subtraction, we suggest DNA sequencing of cells or tissues from heterozygous littermates, as it will further confirm the extension of the footprint. Since most of the variants near the target gene are homozygous, calls from a heterozygous genotype can discriminate these variants assuming Mendelian inheritance. This method was successful in the *Sall2* KO, as evidenced by the > 60 Mb footprint. Nevertheless, a more complex scenario of ploidy can be found, as it is the case of the *Stc1* KO where nearly half of the footprint is heterozygous and introgressed with different ploidy among KO littermates. We recognized that this issue is concerning in terms of reproducibility across biological replicates in KO studies.

Using *Sall2* KO as a model, it was possible to assess the influences on gene expression caused by the congenic footprint and to identify putative modifier genes (eQTLs) using RNA-Seq data. By silencing *Sall2* (using shRNA, CRISPR-Cas9) within cells of same genetic background (WT littermate), we also demonstrated the importance of validation of target-dependent genes initially identified using the *Sall2* WT/KO MEFs. Likely because of the influence of the introgressed 129P2 genome in Chr 14 of *Sall2* KO cells, several DEGs found in WT/KO MEFs comparison could not be confirmed by *Sall2* shRNA experiments. 

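In the RNA-Seq of MEFs, Pnp, on chromosome 14 from 50931082 to 50965237 (GRCm38), overlaps its near-identical paralog Pnp2, from 50955992 to 50964749, so the counting can lose or split reads of both and their values are uncertain. Pnp had 948 counts in WT, 1311 in Het, and 724, 490 and 1267 in KO embryos 1, 2 and 3 in control, which is 47.7 CPM, 53.7 CPM and 40.7 ± 15 CPM (SD, n = 3). Its log2 fold change of KO against WT was -0.19 (standard error 0.495, edgeR FDR 1), with 1 of 3 KO embryos higher than WT. It was -0.12 without KO embryo 1, 0.03 without KO embryo 2 and -0.53 without KO embryo 3. With RUVg and edgeR's exact test its FDR in control was 0.526. Pnp passed in control in 4 of the 9 RUVg settings, all 4 chosen after the data were seen, at a lowest FDR of 3.62e-08. RUVg settings with 2 factors leave no degree of freedom for the spread in control, so calls with them decide nothing. With doxorubicin Pnp had 3496 counts in WT and 2556 and 3394 in KO, a log2 fold change of -0.23 (standard error 0.224, edgeR FDR 1). It passed with RUVg and edgeR's exact test, at an FDR of 3.43e-11, where no degree of freedom is left for the spread. It passed in no setting without RUVg, where the FDR was between 0.54 and 1. Pnp2 had 98 counts in WT, 41 in Het, and 4 and 5 in KO with doxorubicin, a log2 fold change of -4.40 (standard error 0.519, edgeR FDR 6.67e-14).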

Interestingly, *Pnp*, a gene within the congenic region of Chr 14, was identified as a DEG in the *Sall2-*shRNA studies, but not in the analysis of the RNA-seq data from *Sall2* WT*/*KO lines. Further analysis uncovered a bias caused by genetic variation in the KO model due to mismatches in the PCR primer hybridization region (Fig. 5e). The congenic nature of *Pnp* likely explains the failure to detect it as a DEG in the *Sall2* KO MEFs. In fact, polymorphisms in gene regulatory regions can modify their transcriptional output by creating or ablating transcription factor binding sites or other transcriptional regulatory elements [25].

Using several experimental approaches, we found that the low transcription of *Ang* in *Sall2* KO MEFs is likely caused by genetic components inherited from the targeted ESCs, but also by the absence of functional SALL2 transcription factor. Our experimental data also suggest that congenic *Ang* is a modifier gene, which show effects on genes related to the targeted gene, specifically affecting SALL2-target *Cdkn1a* (p21) expression. However, we cannot discount the idea that the levels of *Cdkn1a* in the *Sall2* KO could be consequence of a polygenic effect and not only due to low levels of ANG.

In summary, due to the mentioned constraints in the use of KO/KI congenic mice, conclusions related to gene expression and phenotypes could be misleading. Selection of an appropriate strain and characterization of the genetic background are critical aspects of any experiment using GEM lines. Even for technical reasons, polymorphisms in coding genes should be detected for adequate primer design if qPCR validation is intended. In silico characterization of variants coming from the genetic background, including the dissection of congenic variants, can improve our understanding of phenotypic outcomes in GEM lines. However, validation of data using alternative approaches (e.g., shRNA, siRNA, and CRISPR-Cas9 targeting) is also required for specific target-dependent conclusions. We suggest generating KOs by genome editing technologies, such as CRISPR-Cas9, in order to assign gene expression and phenotypes solely due to the targeted gene. Nevertheless, genetic characterization is also needed due to the occurrence of off-target mutations or genetic drift. Our strategy can refine the use of KO lines and open opportunities to uncover new genetic interactions, such as the *Ang*/*Cdkn1a* axis described here.

## Conclusions

We present a computational pipeline implemented in the Galaxy platform and in BASH/R script to determine genetic introgression of GEM models using NGS data. The pipeline allows identification of congenic strains, ploidy nature of variants and the estimation of the backcrossing state in the models in use as well as visual assessment of congenic regions in the mouse genome. In addition, it allows identification of putative modifier genes. We suggest that our strategy together with target validation experiments refines the use of KO/KI lines and opens opportunities to uncover new genetic interactions that could impact phenotypic outcomes.

## Additional files

Additional file 1: Schematic view of the sources of genetic variation identified in KO/KI congenic mice. First, the choice of embryonic stem cells (ESCs) derived from the inbred brown mice is a major source of genetic variation, and genetic characterization of these cells could be unavailable (1). Second, the number of backcrossing with C57BL/6 (substrain N or J) will lead to variable introgression of variants from ESCs into littermates, depending on how many backcrossings were performed (2). Finally, further breeding strategies across generations will determine the final constitution of variants in WT and KO/KI littermates, including the congenic footprint (3). The N of crossings will also determine the number of novel fixed variants in animals. Mice images were designed by the authors.

Additional file 2: Whole genome histogram of novel/existing variants in *Gtf2ird1, Mecp2, Stc1, Itch, Sall2 and Hnrnpd/AUF-1* KO (RNA-Seq). RNA-Seq samples from *Gtf2ird1*, *Mecp2, Stc1, Itch, Sall2 and Hnrnpd/AUF-1* WT and KO embryos were plotted, including WES samples from GSE115017 (GEO datasets) and E-MTAB-4181 (ArrayExpress). We binned the genomic coordinates of each chromosome every 10 million bases, and plotted the variants of each genotype/condition as frequency histograms according to these positions. In the case of RNA-Seq samples, blue bars represent average variants from WT embryos, and red bars represent the average variants from KO embryos in each case. The biological replicates were as follows: In the *Sall2* KO, WT = 1 and KO = 3, in the *Itch* KO, WT = 2 and KO = 2 and in the four other studies, WT = 3 and KO = 3.

Additional file 3: Whole genome histogram of novel/existing variants in two WES studies. WES samples from the GEO datasets, GSE115017 and from the SRA archive E-MTAB-4181, were plotted as in Additional file 2. The samples selected from the first study were GSM3163042 (C57BL/6J) with GSM3163051 (C57BL/6J mixed with DBA2) and SAMEA3940161 (Tumor1) with SAMEA3940166 (Tumor6) for the second study. A Cochran-Armitage test was included after every plot.

Additional file 4: **Table S1.** Cochran-Armitage test for trend distribution in knockouts (*p*-values) **Table S2.** *Casp4* variants per biological replicate in the *Hnrnpd* knockout experiment.

Additional file 5: **Table S1-S5.** KO-linked variants in *Gtf2ird1*, *Mecp2*, *Stc1* and *Itch* knockout studies, including a *Sall2* KO sequencing experiment. **Table S6.** corresponding congenic genes for the referred KO lines.

Additional file 6: **Table S1.** Homozygous variants from a *Sall2* ^+/−^ littermate used to crossvalidate the congenic footprint in *Sall2* KO. **Table S2.** heterozygous variants of the latter embryo. **Table S3.** KO-linked variants annotated with the heterozygous calls from Table S2. **Table S4.** *Sall2* KO congenic genes in the footprint of this line in Chr 14.

Additional file 7: **Table S1.** DEGs between *Sall2* WT and *Sall2* KO (FDR < 0.05). *Ang*, one of the most downregulated genes in the *Sall2* KO line is depicted in red. **Table S2.** List of GO terms obtained with InnateDB from DEGs from Table S1. **Table S3.** Overlap between the RNA-Seq study and a Microarray Study of Sall2 induction in ESC. **Table S4.** List of the GO terms obtained with InnateDB from the cross-validated list in Table S3.

Additional file 8: **Table S1.** List of congenic DEGs in the *Sall2* KO line (MEFs). Congenic DEGs with missense mutations are depicted in red. **Table S2.** DEGs between *Sall2* WT and KO MEFs under doxorubicin perturbation (FDR < 0.05). *Ang*, one of the most downregulated genes in the *Sall2* KO line, is depicted in red.

Additional file 9: Pervasive downregulation of *Ang* in 129 mice. A) *Left*: IGV snapshot of *Ang/Rnase4* gene expression across mouse founders (PRJNA228935 accession). C57BL/6J and 129S1/SvImJ strains are placed in the upper panels. The gene model is shown in blue and was obtained from the UCSC server. B) Same snapshots as in (A) across *Sall2* RNA-Seq samples. C) Sashimi plots of samples in (A) depicting exon usage as the number of junctions. Per-base expression is plotted on the y-axis of Sashimi plot; genomic coordinates on the x-axis, and the gene structure are represented on the bottom (in blue, obtained from the USCS server). D) Gene counts of *Ang* from the hippocampus of C57BL/6J and 129S1/SvImJ mice normalized against *Polr2a* gene counts (GSE76567, *N* = 6, *** *P* < 0.001, versus C57BL/6J; Student’s T-test). E) Quantitative real-time PCR of *Ang* in the cortex coming from *Sall2* WT and null mice. RNA from *Sall2* WT and null cortex were isolated, reverse transcribed and analyzed by quantitative real-time PCR. Shown are *Ang* expression levels normalized to *Polr2A* when compared to levels in WT. (*N* = 3; data is represented as means ± s.e.m.) *** *P* < 0.001 versus WT; Student’s T-test.

Additional file 10: List of primers used for quantitative real time PCR.

Additional file 11: Validation of the murine *Sall2* gene deletion by CRISPR-Cas9. A) Representative Western blot for SALL2 and ACTIN in control and *Sall2*-silenced cells by CRISPR (mSall2 CRISPR) done in *Sall2* WT iMEFs. B) We designed a double CRISPR cut to delete a segment of the *Sall2* gene. The two CRISPRs (denoted as gRNA one and two) targeted the largest exon of the murine *Sall2* gene (exon 2). C). iMEF cells were electroporated with Control CRISPR plasmid or the two mSall2 CRISPR plasmids, and fluorescent cells were enriched by flow-cell cytometry (top 5% of fluorescent cells). We identified the desired deletion from the genomic DNA of a pool of iMEF cells and targeted it with the double CRISPR strategy (amplicon at 500 base pairs in mSall2 lane, denoted with a black arrow). D) Alignment from the Sanger sequencing results of the gel-purified amplicon from (C), depicting the genomic deletion of the *Sall2* gene (chromosomal position 52,314,428–52,315,642 on the mm10 build). We highlighted the codifying sequences of the exon two of murine *Sall2* gene in yellow.

## Abbreviations

129P2: 129P2OlaHsd mouse strain
Ang: Angiogenin
CRISPR: Clustered regularly interspaced short palindromic repeats
DNA: Deoxyribonucleic Acid
eQTL: Expression QTL
ESC: Embryonic stem cell
GEM: Genetically engineered mice
GEO: Gene Expression Omnibus
iMEFs: Immortalized MEFs
Indel: Insertion/deletion polymorphism
KI: Knock-in
KO: Knockout
MEFs: Mouse embryonic fibroblasts
MGP: Mouse Genomes Project
NGS: Next Generation Sequencing
p21: p21Cip1/Waf1
PCR: Polymerase chain reaction
qPCR: Quantitative real-time PCR
QTL: Quantitative trait loci
RNA-Seq: RNA-sequencing
shRNA: Short hairpin ribonucleic acid
SNP: Single nucleotide polymorphism
SRA: Sequence Read Archive
Trp53: Tumor Protein p53 (mouse)
UCSC: University of California Santa Cruz
VCF: Variant Call Format
VEP: Variant effect predictor
WES: Whole Exome Sequencing
WGS: Whole Genome Sequencing

# Supplementary material for: Streamlined computational pipeline for genetic background characterization of genetically engineered mice based on next generation sequencing data
**Source:** BMC Genomics. 2019 Feb 12;20:131. doi: 10.1186/s12864-019-5504-9
**Supplement:** Supplementary file 3 — Whole genome histogram of novel/existing variants in two WES studies. WES samples from the GEO datasets, GSE115017 and from the SRA archive E-MTAB-4181, were plotted as in Additional file 2. The samples selected from the first study were GSM3163042 (C57BL/6J) with GSM3163051 (C57BL/6J mixed with DBA2) and SAMEA3940161 (Tumor1) with SAMEA3940166 (Tumor6) for the second study. A Cochran-Armitage test was included after every plot.

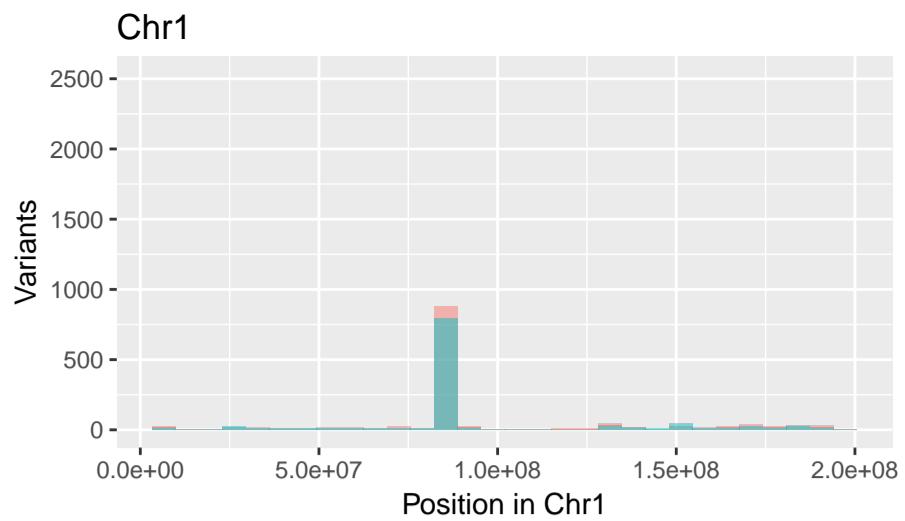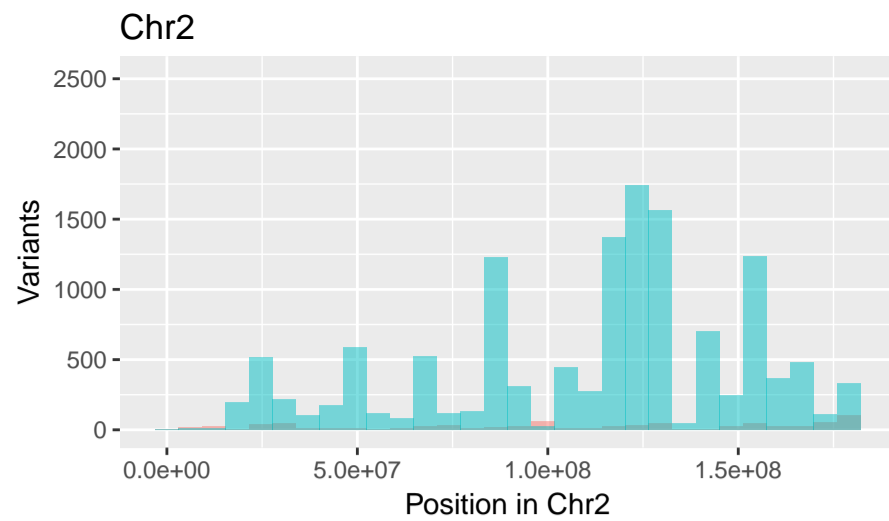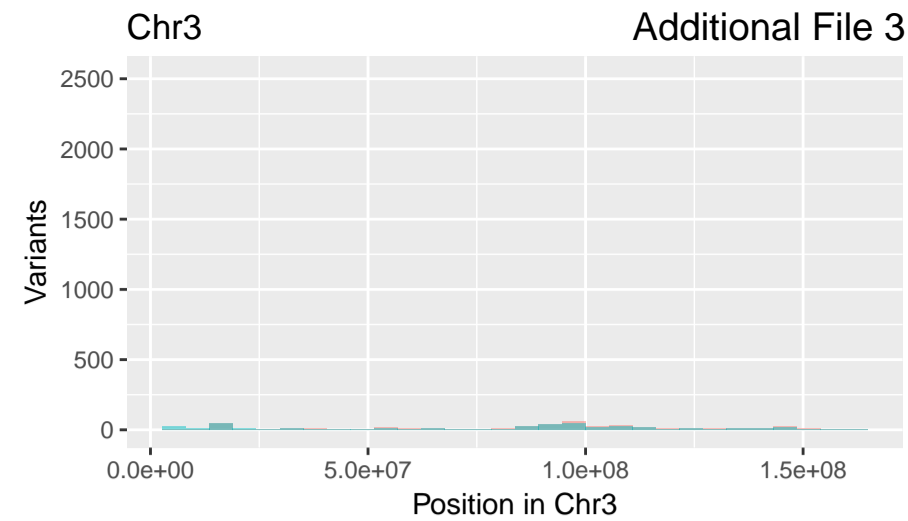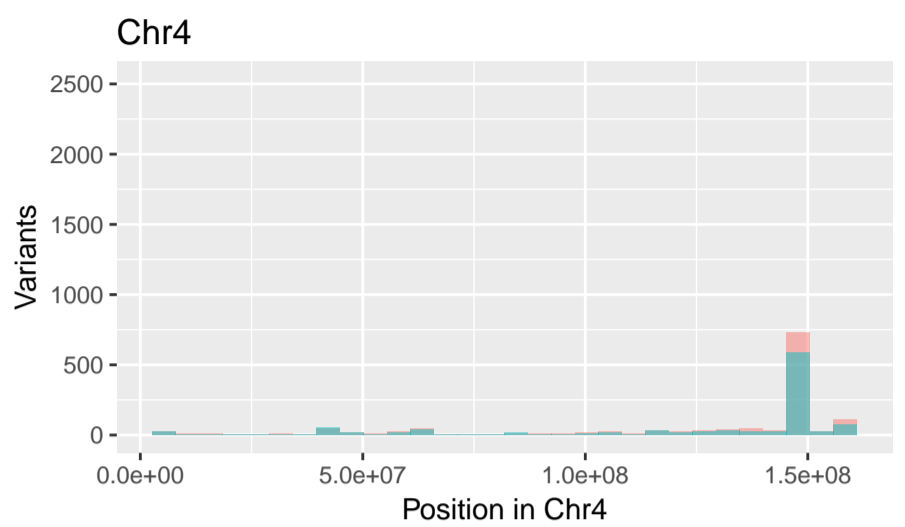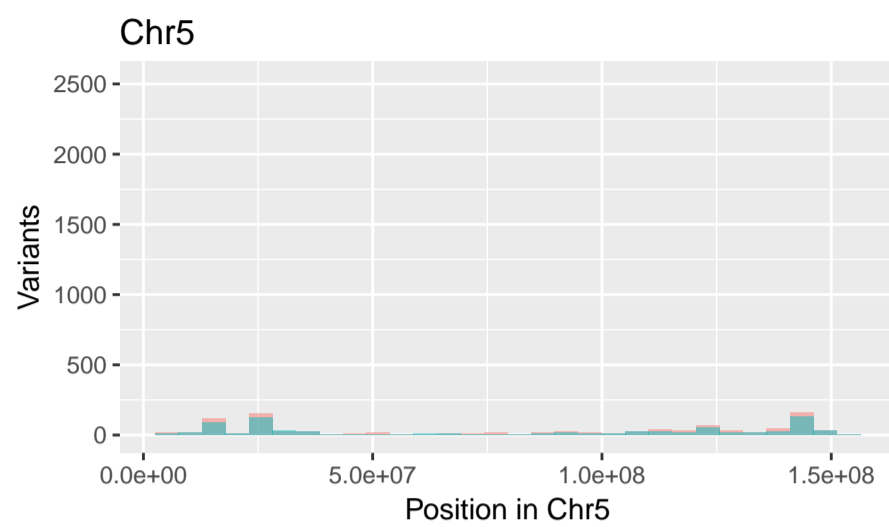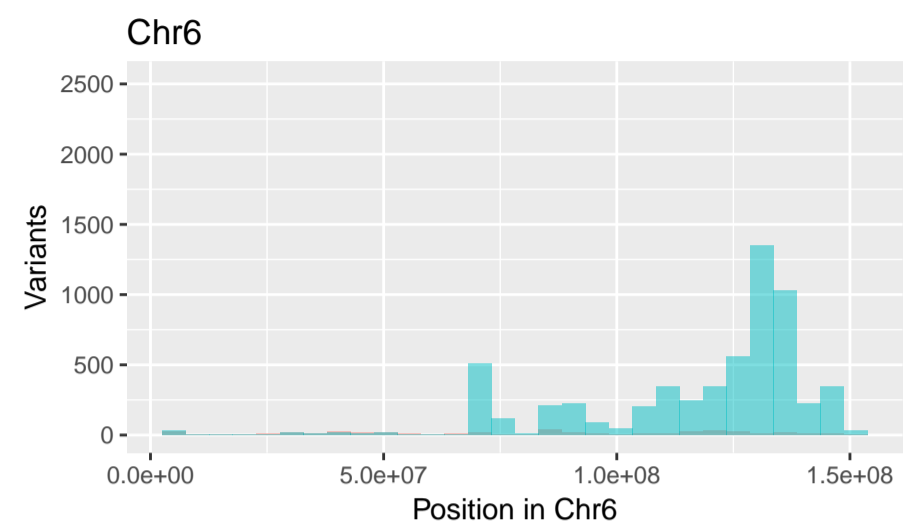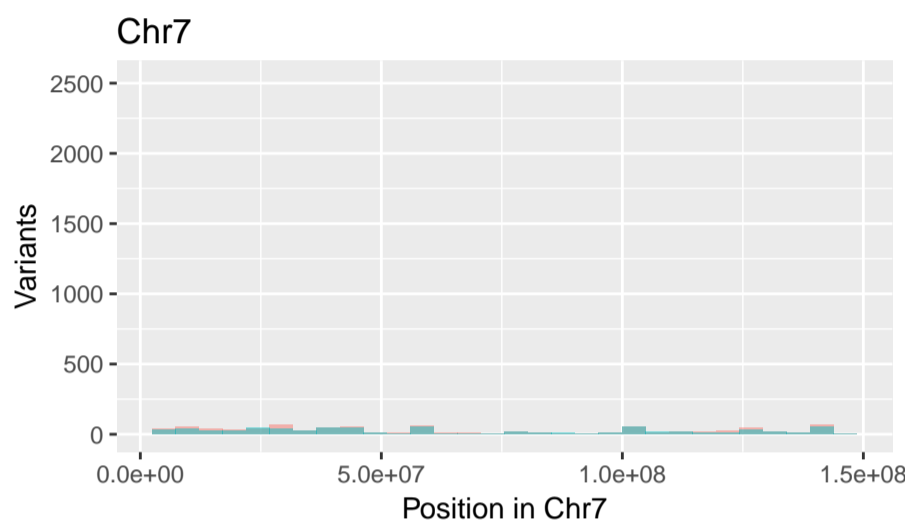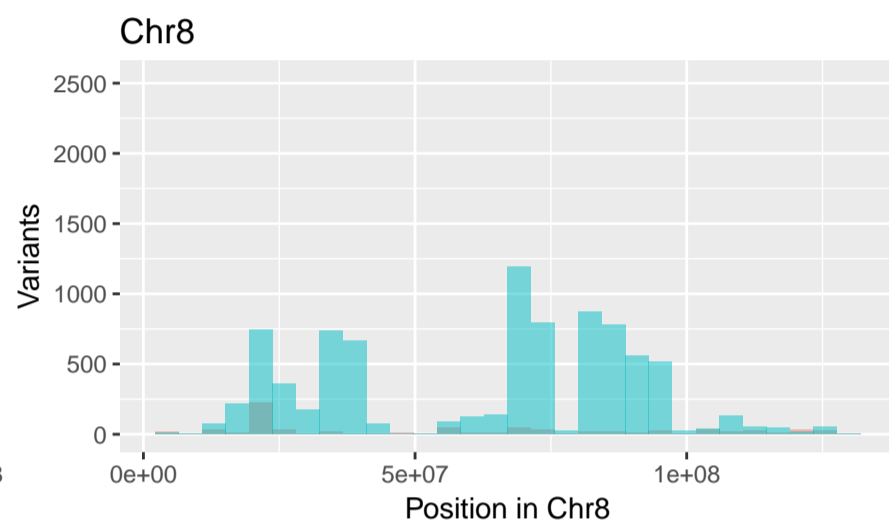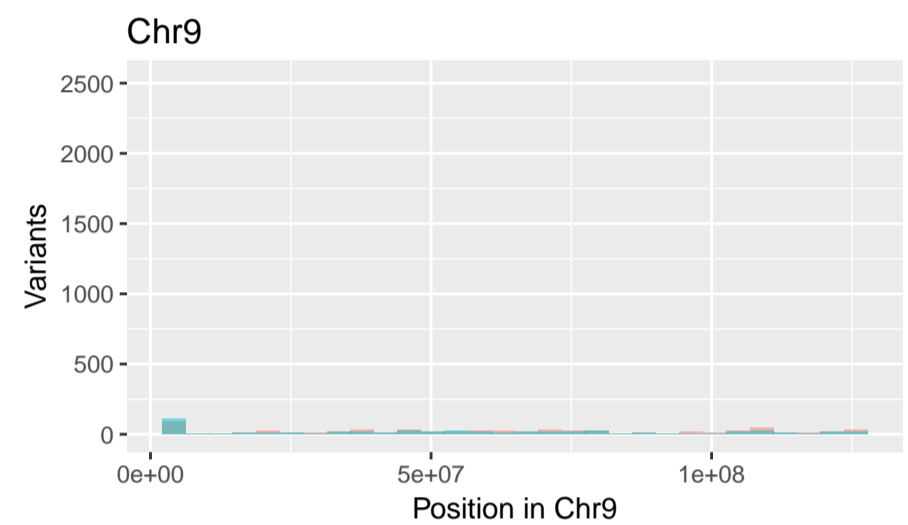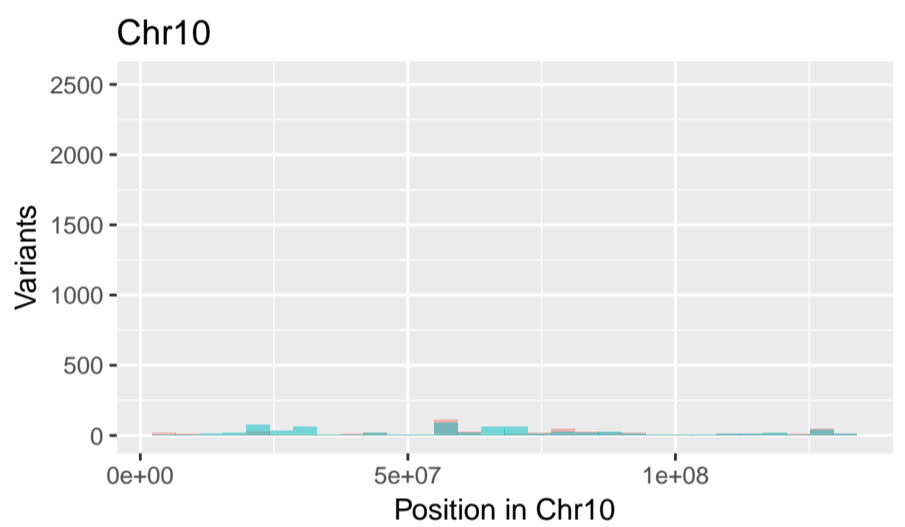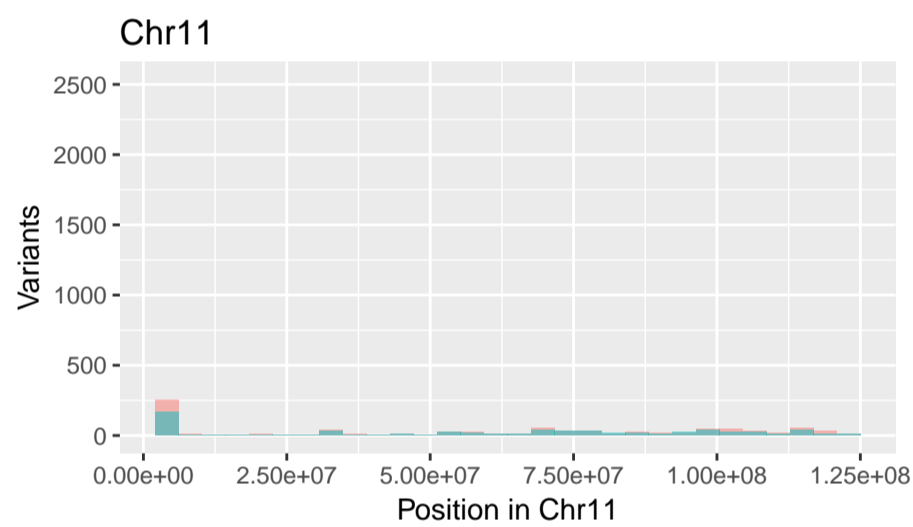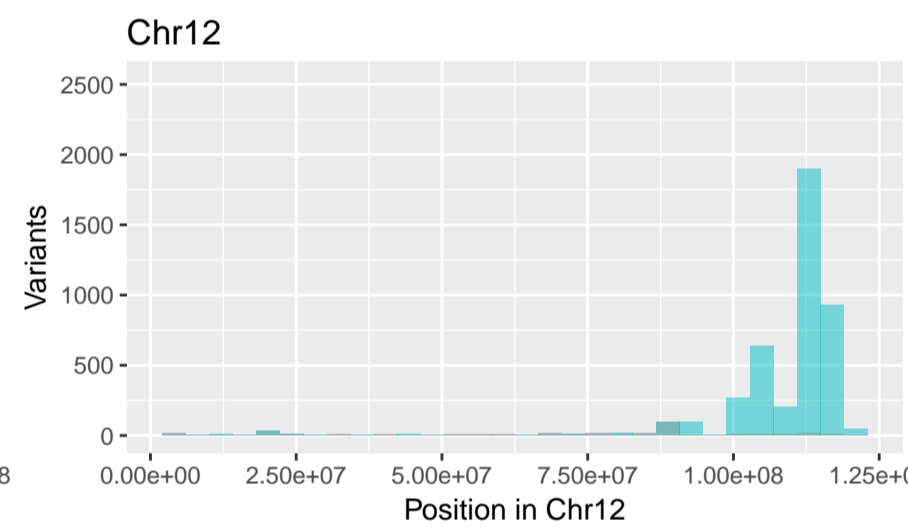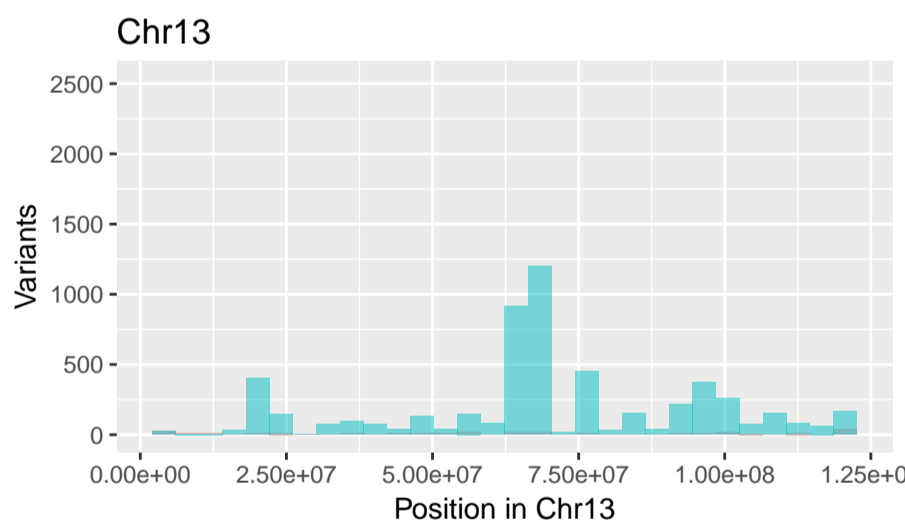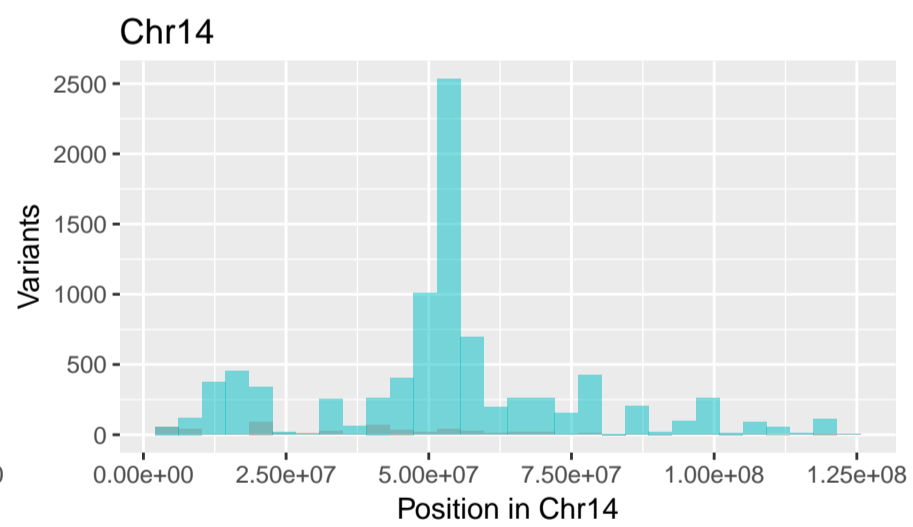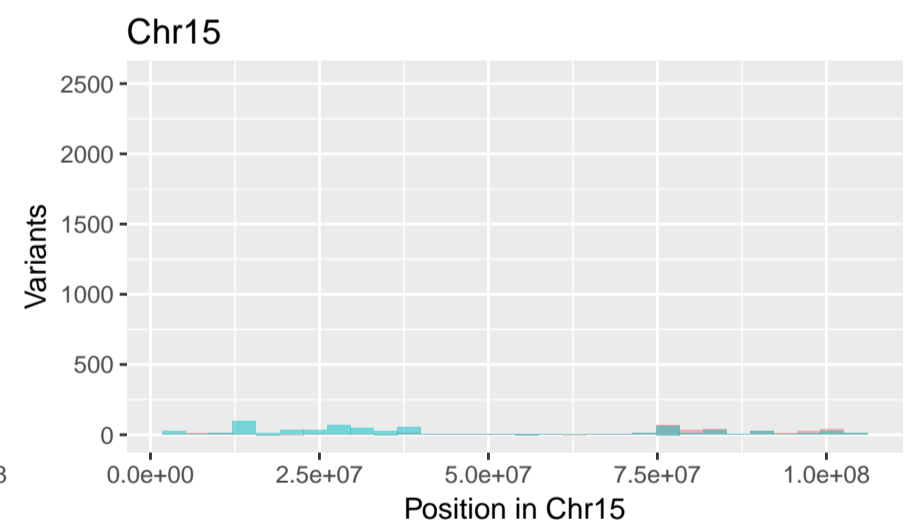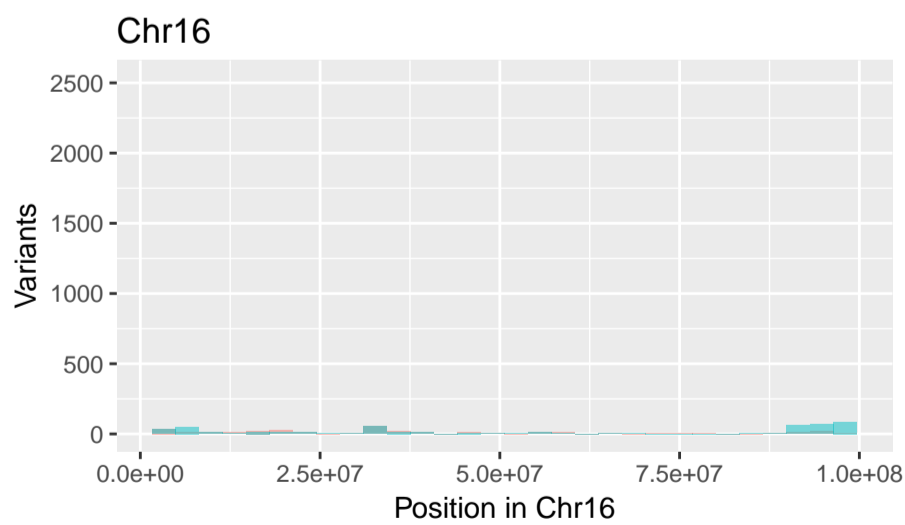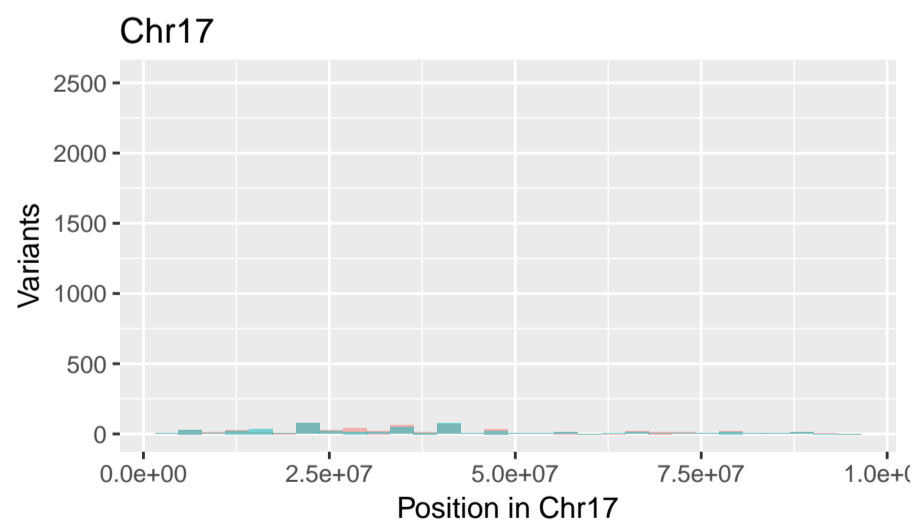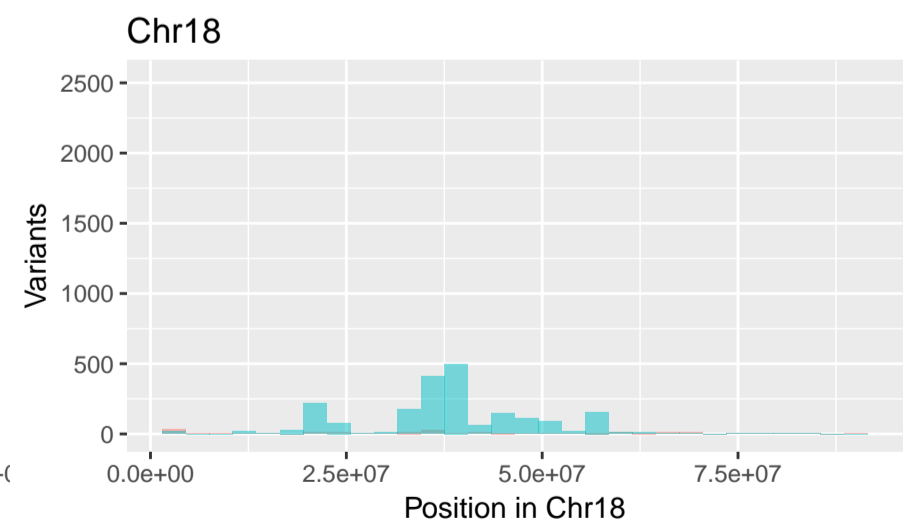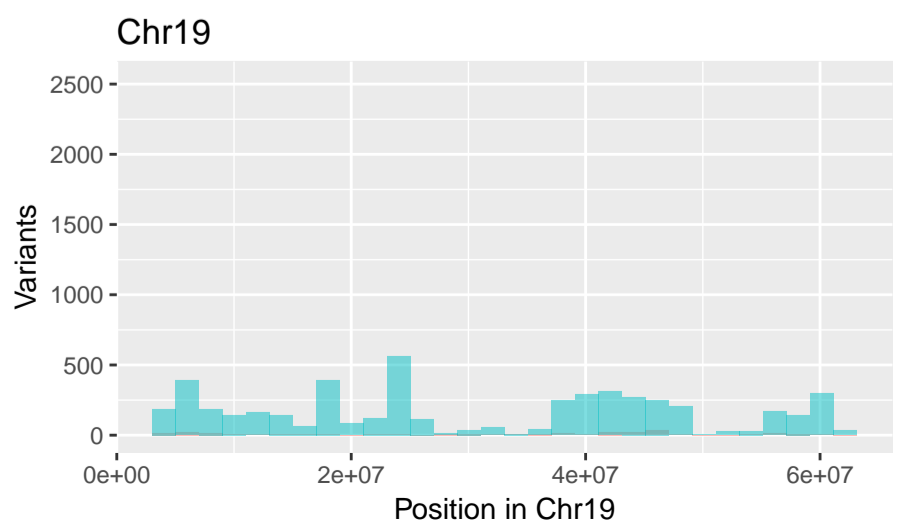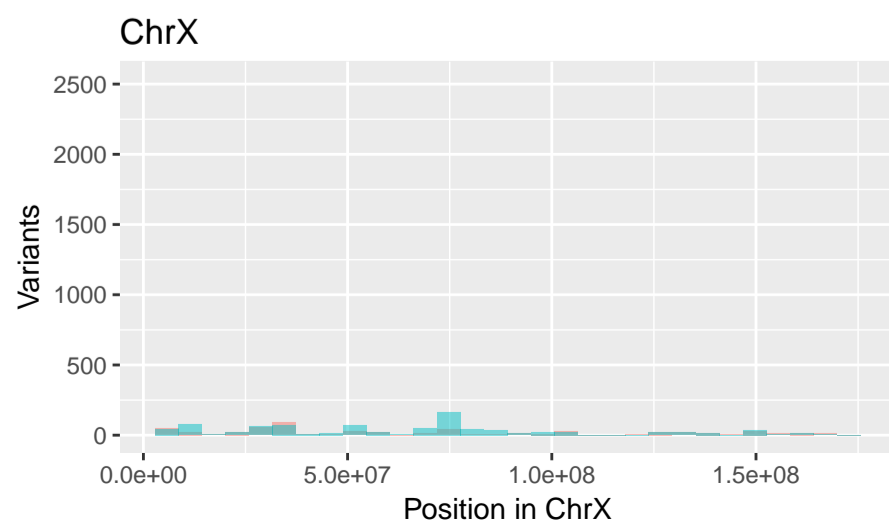

**GSE115017: Whole exome sequencing analyzed the off-target effect of gene editing through BE3 system**

C57BL\_6J: GSM3163042  
C57BL\_6J\_DBA2: GSM3163051

Sample  C57BL\_6J  C57BL\_6J\_DBA2

## Cochran-Armitage Test for GSE115017 study

|    | Chromosome | p.value               | significance |
|----|------------|-----------------------|--------------|
| 1  | chr1       | 0.703968687262022     | FALSE        |
| 2  | chr2       | 0.0376252488642597    | TRUE         |
| 3  | chr3       | 0.0015707971661551    | TRUE         |
| 4  | chr4       | 0.424806621902029     | FALSE        |
| 5  | chr5       | 0.636836935900358     | FALSE        |
| 6  | chr6       | 4.62047387612157e-139 | TRUE         |
| 7  | chr7       | 0.802700020992426     | FALSE        |
| 8  | chr8       | 8.95380644203593e-09  | TRUE         |
| 9  | chr9       | 0.00735541294217049   | TRUE         |
| 10 | chr10      | 5.10305372706502e-09  | TRUE         |
| 11 | chr11      | 0.605198595777314     | FALSE        |
| 12 | chr12      | 1.81272519265802e-305 | TRUE         |
| 13 | chr13      | 2.59050279538819e-05  | TRUE         |
| 14 | chr14      | 1.58901133875399e-38  | TRUE         |
| 15 | chr15      | 4.74700984937771e-40  | TRUE         |
| 16 | chr16      | 3.12136895806258e-16  | TRUE         |
| 17 | chr17      | 0.136212104650778     | FALSE        |
| 18 | chr18      | 0.000986824546301305  | TRUE         |
| 19 | chr19      | 0.600252871658779     | FALSE        |
| 20 | chrX       | 0.111456362939433     | FALSE        |

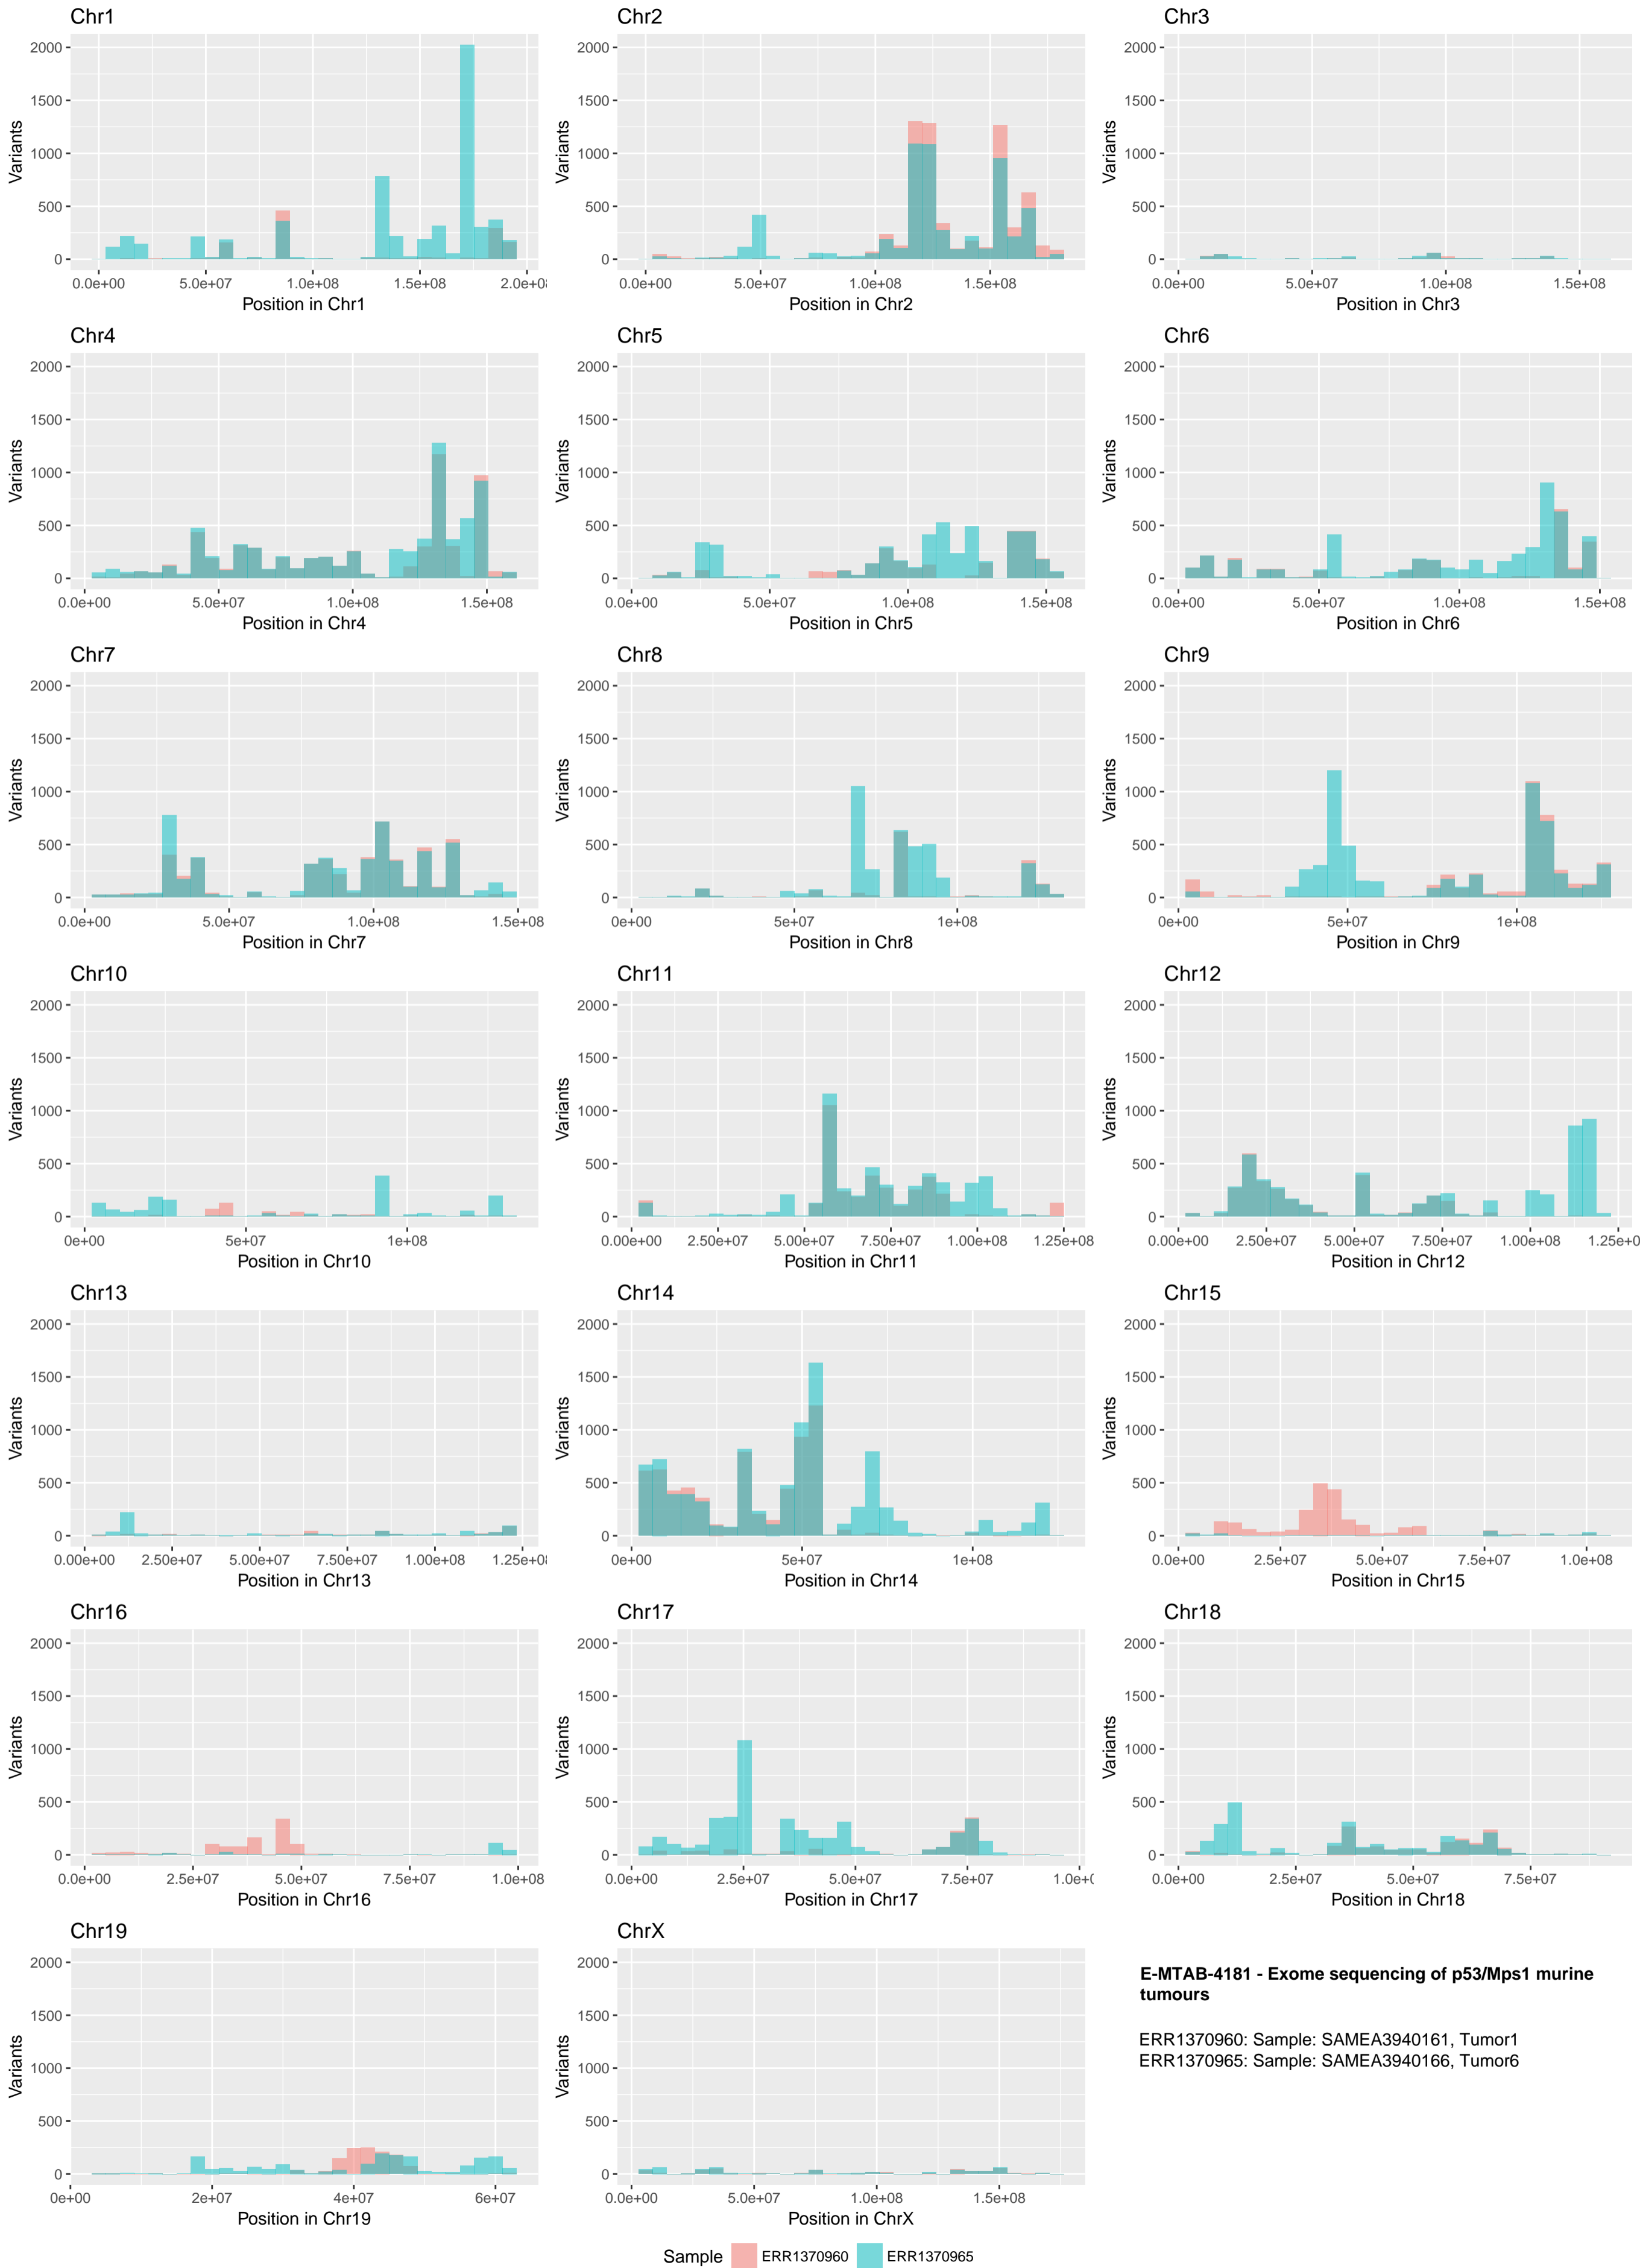

## Cochran-Armitage Test for E-MTAB-4181 study

|    | Chromosome | p.value               | significance |
|----|------------|-----------------------|--------------|
| 1  | chr1       | 2.9030338271892e-21   | TRUE         |
| 2  | chr2       | 3.0012892403328e-71   | TRUE         |
| 3  | chr3       | 0.876379289027447     | FALSE        |
| 4  | chr4       | 0.000731675844692207  | TRUE         |
| 5  | chr5       | 5.51660846537133e-17  | TRUE         |
| 6  | chr6       | 7.56596812084302e-20  | TRUE         |
| 7  | chr7       | 0.000148505156686152  | TRUE         |
| 8  | chr8       | 2.08021715113292e-28  | TRUE         |
| 9  | chr9       | 4.11958717751639e-192 | TRUE         |
| 10 | chr10      | 0.0256874424850623    | TRUE         |
| 11 | chr11      | 2.87969776356073e-12  | TRUE         |
| 12 | chr12      | 2.67786940875146e-295 | TRUE         |
| 13 | chr13      | 5.11414834033401e-19  | TRUE         |
| 14 | chr14      | 1.33595760663085e-190 | TRUE         |
| 15 | chr15      | 4.86567876395169e-69  | TRUE         |
| 16 | chr16      | 3.64096548716859e-94  | TRUE         |
| 17 | chr17      | 4.21103051353847e-175 | TRUE         |
| 18 | chr18      | 2.8203304812456e-109  | TRUE         |
| 19 | chr19      | 0.351409090137602     | FALSE        |
| 20 | chrX       | 0.000175492277961431  | TRUE         |

How the deposited data were processed for this re-analysis (not part of the article)

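The data are counts of RNA-Seq reads per gene in mouse embryonic fibroblasts (MEFs) of 13.5 days post coitum and passage 3 that were WT, Het or KO for Sall2, grown without treatment (control) or with 1 μM doxorubicin for 16 h. The authors merged the 4 FASTQ files of each sample, aligned the reads to mm10 with HISAT2 at default settings, sorted the alignments with Picard, and counted the reads per gene with HTSeq in union mode on the genes of the iGenomes annotation. The deposited counts are whole numbers for 24062 genes in 10 libraries, without normalization or filtering. The RUVg normalization and the unconditional exact test (edgeRun) that the methods name come after this table and are not part of it. The text does not name the strand setting of HTSeq, so values of antisense and overlapping genes are uncertain, as are those of genes with a near-identical copy.

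Libraries were assigned to genotype, treatment and embryo by their labels, with 1 WT, 1 Het and 3 KO libraries in each treatment. The libraries of KO embryos 2 and 3 with doxorubicin hold the same count for each of the 24062 genes and were counted as 1 library, named KO embryo 2. The totals per library lay between 15560728 and 24122414 counts. Between 6.08% and 14.9% of the counts fell on the 10 genes with the most counts in a library. Groups at or under 3 counts in every library were treated as at the floor, and folds against them were computed from the floor as lower bounds. These limits cover counting error only, since reads without molecular identifiers are not independent molecules.

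Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Libraries were scaled with TMM, genes with low counts were left out with filterByExpr over the groups compared, and genotypes were compared with the quasi-likelihood test of edgeR (glmQLFit and glmQLFTest, two-sided) and Benjamini-Hochberg adjustment at an FDR under 0.01, the value given in the paper's results. Only the libraries of the groups compared entered a fit. Since WT has 1 library per treatment, the spread comes from the KO libraries alone. The same test was used for doxorubicin against control in KO, for the interaction of genotype and treatment, and for the slope on the genotype value (1 for WT, 0.5 for Het and 0 for KO) over the 16 congenic genes of Fig. 6b, where p was adjusted over these genes and taken at 0.05. Ratios of single libraries to WT were computed on log2 CPM with a prior count of 2. Congenic genes were counted among the DEGs with a two-sided Fisher's exact test over the genes tested. Medians of gene lists were placed among 10000 random lists of the same size matched on mean expression, with seed 1. Coordinates are those of the GENCODE annotation of GRCm38.

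The samples, the tests, the alternatives and the genes to be named were chosen before the data were examined, apart from the alternatives, the tests and the genes that are said to have been chosen after the data were seen. The genes named are every gene that the paper names for its RNA-Seq or qPCR of Sall2 MEFs, the 16 genes of Fig. 6b, the 15 genes of Fig. 5f, Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, the genes of 5 marker lists, and for each comparison the 5 genes with the largest increase and the 5 with the largest decrease among those past the threshold, at an average of at least 1 CPM and changed the same way in every KO embryo.

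The alternatives tried were DESeq2 with its size factors, edgeR's conditional exact test in place of the quasi-likelihood test, and RUVg with 1 factor followed by edgeR's exact test. RUVg was written anew after its published description, with all but the 5000 genes with the smallest p taken as unchanged. Further alternatives were a filter of at least 5 counts in at least 2 libraries, every gene with at least 1 count, all libraries in a single fit, library sizes without Rn45s, an FDR of 0.001 or 0.05, the embryo as a block, and each KO embryo left out in turn. With KO embryo 2 or 3 left out, the identical library with doxorubicin stayed in the fit. Between treatments only a control library was then lost. Slopes were also computed by least-squares regression. Chosen after the data were seen were exact tests with other dispersions, RUVg with 2 factors or with upper-quartile scaling, a filter of more than 5 counts, DESeq2 on every gene, the identical libraries counted as 2, the identical library taken as that of KO embryo 3 in the block, and an unadjusted p for the congenic genes. The unconditional exact test of edgeRun was not used here.

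The pairing comes from the labels, which give the KO libraries the same numbers in control and with doxorubicin. These numbers were taken as those of the embryos, although the paper does not state so in words. As a check, the difference between KO embryos 1 and 2 in control was compared with their difference under doxorubicin, and across 13967 genes, which are not independent replicates, the Pearson correlation was 0.468.

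The quasi-likelihood tests were tried on simulated data. Counts were drawn at the means and library sizes of the real libraries. In them 200 genes above a set mean expression were changed by 2 or 3 on the log2 scale, up or down. Power for smaller changes was not simulated. For WT against KO, DESeq2, edgeR's exact test and RUVg with the exact test were tried too. The replicate block, the slopes by regression and RUVg with 2 factors were not simulated. At a dispersion of 0.182, estimated with all KO embryos, the quasi-likelihood test of 1 WT against 3 KO libraries recovered 39 of the 200 genes with 0 false calls among 15728 genes tested. There DESeq2 recovered 84 with 12 false calls, edgeR's exact test recovered 46 with 0, and RUVg with the exact test recovered 128 with 92. At a dispersion of 0.0205, estimated without KO embryo 3, these tests recovered between 199 and 200 of the genes among 15618 tested, with between 1 and 10 false calls. No shared factor of unwanted variation was put into the simulated counts. In the real control libraries the factor that RUVg removed was 0.84 in KO embryo 3, so the 92 false calls need not hold for them. The test of doxorubicin against control recovered 110 genes at the larger dispersion, and that of the interaction recovered 2.

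Marker lists were written for macrophages (15 genes, of which 14 are in the count table), glia and neural crest (11 genes), the interferon response (12 genes), targets of p53 (14 genes) and proliferation (11 genes). The microarray, the qPCR, the genotyping and the RNA-Seq of other strains and tissues that the paper also reports were not analysed here.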

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

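The tests on the Het and KO embryo 3 control libraries, the test of the doxorubicin genes in WT and Het, and the limit of 100 counts in the test of sex, were chosen only after the result was seen.

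In KO, 1911 of 14904 genes passed an FDR under 0.01 between the 2 libraries with doxorubicin and the 3 in control, 1201 higher and 710 lower with the drug, by edgeR's quasi-likelihood test. The paper compares genotypes and does not report this comparison. Of the 10 splits of the 5 KO libraries into 3 and 2, 1 gave as many genes, the real one, and each of the other 9 gave fewer. This test decides nothing, because 10 splits cannot give a share under 0.05. In the WT and Het libraries, which did not enter the fit, 1911 (100%) and 1907 (99.79%) of the 1911 genes changed from control to doxorubicin in the direction they had in KO, with median log2 changes in that direction of 2.55 and 2.10. Between WT and Het in the same treatment the larger share with 1 direction was 65.31% in control and 58.71% with doxorubicin, and the medians were 0.25 and 0.14. These values argue against a chance arrangement of the KO libraries. Rn45s does not carry the number, since 1917 genes passed when it was left out of the library sizes. Without the control library of KO embryo 2, 0 genes passed, where the smallest FDR was 0.0105 and 5760 genes had an unadjusted p under 0.05. The identical library with doxorubicin stayed in that fit, so it does not show the result without this embryo's treated cells. The fit without KO embryo 3 gave 8126 genes. A candidate explanation is the treatment, which the design names.

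The list of 12 genes of the interferon response had a median log2 ratio to WT of 6.59 in the Het control library, in which the paper does not report these genes. In KO embryos 1, 2 and 3 the medians were 0.56, 0.10 and 6.77, and with doxorubicin they were 1.95 in Het and 0.27 and 0.31 in KO embryos 1 and 2. Of these genes, 11 are in the paper's table of DEGs, 9 were at 1 CPM or more in the WT control library, and 0 are in another list. Isg15 had 29 counts in WT, 10742 in Het, and 74, 39 and 10974 in the KO embryos. The control libraries of Het and KO embryo 3 lie apart from the others as a pair, with a correlation of 0.977 to each other in log2 CPM, while the correlation of Het was 0.913 with WT, 0.905 with KO embryo 1 and 0.907 with KO embryo 2. With doxorubicin Het also lies apart, with a correlation of 0.920 with WT and of 0.908 and 0.916 with KO embryos 1 and 2, against 0.986 to 0.992 among these 3. Across 13967 genes the shift of Het from WT with doxorubicin had a correlation of 0.743 with that in control and of 0.691 with the shift of KO embryo 3 from KO embryos 1 and 2 in control, none of which share a library.

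Several technical explanations of this pair meet values they do not allow. Het and KO embryo 3 have smaller totals than the other control libraries, the larger being 19520477. After all were thinned to 18236276 counts, however, the largest correlation between the pair and the others was 0.883, against 0.971 within the pair and at least 0.982 among the others, over 13026 genes. The shift of Het from WT and that of KO embryo 3 from the mean of KO embryos 1 and 2, which share no library, had a correlation of 0.839 across genes. It was 0.829 after the trend with transcript length was removed and 0.841 after the trend with GC content was removed, over 13365 of 13967 genes (95.7%). Sex does not separate the pair, since KO embryo 3 had 6397 counts on Y-linked genes and Het had 3. More macrophages in an unchanged state would raise all their abundant transcripts together. In KO embryo 3, however, the lowest log2 ratio to WT was -4.65, for Mrc1. It had 182 counts in WT, 7 in Het and 6 in KO embryo 3. C1qa had 476, 299 and 132 counts, whereas Lyz2 had 1912, 8201 and 6419 and Ptprc had 98, 995 and 416. Of the 14 macrophage genes, 11 were higher than in WT in Het and 9 in KO embryo 3. A change in the state of the macrophages stays open, with or without more of them.

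Other explanations of the pair stay open. Removal of ribosomal RNA and the pair cannot be told apart, because the largest share of counts on Rn45s, 3.165% in KO embryo 2, is that of 1 library outside the pair, and Het and KO embryo 3 come next. A sequencing or library batch cannot be told apart from the pair either, since neither the labels nor the text names one. The correlation of 0.977 does not decide, because what a shared batch or a shared state of the cells would give was not measured. The shift of Het with doxorubicin keeps both open, since a state of the Het culture and a batch of both Het libraries would each give it. Genotype does not separate Het and KO embryo 3 from WT and KO embryos 1 and 2. A candidate explanation is therefore a response of these cultures other than to the loss of Sall2, which was not tested.

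Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty together) had 3806 counts in KO embryo 1 and 6397 in KO embryo 3 in control, and 1551 in KO embryo 1 with doxorubicin. In the other libraries they had between 0 and 4 counts. The paper does not discuss the sex of the embryos. Xist had 3 and 31 counts in the control libraries of KO embryos 1 and 3, against 5913 in WT, 33029 in Het and 5997 in KO embryo 2. With doxorubicin it had 4327 counts in WT, 14039 in Het, 6 in KO embryo 1 and 4163 in the library counted once. In 9 of 9 libraries exactly 1 of Xist and the Y-linked genes was above 100 counts, which is consistent with sex of the embryos as the source of the change in Xist that the paper's doxorubicin table lists. Without KO embryo 1 the log2 fold change of Xist with doxorubicin was -0.17 in place of -1.17. The library that stands for both KO embryos 2 and 3 with doxorubicin had 0 Y-linked counts, unlike KO embryo 3 in control and like KO embryo 2, which had 1. A library stored under a wrong name may be the reason, which these 9 libraries cannot settle, and no biological explanation was tested.

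The KO to WT change of Cdkn1a and Pabpn1 had opposite directions in control and with doxorubicin in every KO library, and these were 2 of the 54 named genes compared. Cdkn1a had a log2 fold change of -0.29 (standard error 0.455) in control and of 0.25 (standard error 0.249, edgeR FDR 1) with doxorubicin, where it was at 271 CPM in WT, 298 in Het and 323 ± 19.9 CPM (SD, n = 2) in KO. With RUVg and edgeR's exact test this FDR was 3.28e-27, and Cdkn1a passed with doxorubicin in each of the 6 RUVg settings that left genes to test. These calls decide nothing, because with doxorubicin the groups and the RUVg factor leave no degree of freedom for the spread. In the settings without RUVg the FDR of Cdkn1a lay between 0.439 and 1. In control it passed in 4 of the 9 RUVg settings and Pabpn1 in 8, all of them added after the data were seen. Settings with 2 factors leave no degree of freedom for the spread in control either, so calls with them decide nothing. Pabpn1 had 0.69 (standard error 0.598) in control, where it had 1874 counts in WT, 5102 in Het, and 2118, 1946 and 4965 in KO, and -0.035 with doxorubicin, where it had 1216 in WT, 2586 in Het, and 1074 and 1280 in KO. Without KO embryo 3 its log2 fold change in control was 0.24. The difference itself, tested as the interaction of genotype and treatment with edgeR, did not pass for either gene. It was 0.58 for Cdkn1a (standard error 0.511, edgeR FDR 1) and -0.69 for Pabpn1 (standard error 0.697, edgeR FDR 1), and without KO embryo 3 it was 0.48 and -0.28. With the embryo as a replicate block it was 0.49 and -0.26, and in every setting the FDR was 1. With the spread between embryos of this size, no explanation was tested further.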

How the results depend on the processing

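The tests of the settings that are said to have been added were chosen only after the result was seen.

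Between WT and KO in control, 0 genes passed an FDR under 0.01. The number was also 0 with DESeq2, with edgeR's exact test, with each of the other filters, with all libraries in a single fit, without Rn45s, at an FDR of 0.001 or 0.05 and, among the settings added, with both exact tests without RUVg and with DESeq2 on every gene. In these settings between 10 and 112 genes had an unadjusted p under 0.05. With 1 KO embryo left out it went from 0, without KO embryo 3, where 320 genes had an unadjusted p under 0.05, to 47, without KO embryo 1. RUVg with edgeR's exact test gave 121 genes. Among the settings added, RUVg with other dispersions gave 257 genes with 1 factor and 4452 with 2 factors, and 209 and 3998 after upper-quartile scaling. Over genes with more than 5 counts in at least 2 libraries these numbers were 208 and 4523, and 151 and 3982 after upper-quartile scaling. The factor that RUVg removed was 0.84 in KO embryo 3, -0.414 and -0.339 in KO embryos 1 and 2, and -0.0874 in WT. Of the congenic genes, 0 passed in each setting set at the start, while 7 passed with RUVg and 2 at an unadjusted p under 0.05, both added. The comparison of that count with 10000 matched lists gave no value, because no gene passed. With 2 factors, 1 WT and 3 KO libraries leave no degree of freedom for the spread, so the numbers with 2 factors decide nothing. Why RUVg with 1 factor moved the numbers was not tested beyond its factor.

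With doxorubicin 30 genes passed. It was 5 with DESeq2, 3 of them lower in KO against 12 of the 30, 9 with edgeR's exact test, 4 with at least 5 counts in at least 2 libraries, and 46 at an FDR under 0.05. The 5, the 9 and the 4 genes are all among the 30. With all libraries in a single fit it was 0, where 26 genes had an unadjusted p under 0.05 and the spread of the control libraries entered the estimate. RUVg with edgeR's exact test gave 2436 genes, 1220 of them lower in KO, among which were 28 of the 30. The groups and the RUVg factor leave no degree of freedom for the spread here, so the RUVg numbers with doxorubicin decide nothing. Among the settings added, RUVg with other dispersions gave 2119 and, after upper-quartile scaling, 2137, and DESeq2 on every gene gave 5. With the identical libraries counted as 2, also added, RUVg gave 2756 genes (1433 lower in KO) with tagwise dispersions, 2446 (1281 lower) with others and 2513 (1325 lower) after upper-quartile scaling. With 2 factors it gave 0 in both scalings, with 0 genes at an unadjusted p under 0.05, because 2 factors and 1 pair of identical libraries leave nothing to test. The quasi-likelihood test with the identical libraries counted as 2 gave 0, where 1654 genes had an unadjusted p under 0.05. The remaining settings, without Rn45s, with every gene with at least 1 count, at an FDR of 0.001 and with edgeR's exact test with other dispersions, counting the identical libraries once or as 2, gave between 21 and 41. Leaving out KO library 2 or 3 leaves the same data and gave 30, and without KO embryo 1 a single KO library is left, which allows no test. For the other changes the cause was not tested.

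Doxorubicin against control in KO gave 1911 genes, 710 of them lower with the drug. DESeq2 gave 4555, 2185 of them lower, and the identical libraries counted as 2, added, gave 4951. The 1911 genes are all among these and among the 10055 of the fit with the embryo as a replicate block. With an embryo left out it went from 0, without KO embryo 2, where 5760 genes had an unadjusted p under 0.05, to 8126, without KO embryo 3. In both fits the identical library with doxorubicin stayed in, so only a control library was lost. The other settings gave between 1733 and 2645, the last with the identical library taken as that of KO embryo 3 in the replicate block. Leaving out KO embryo 1 gave no value here or for the interaction. The interaction of genotype and treatment gave 0 genes and, with the replicate block, 8, or 2 with the identical library taken as that of KO embryo 3, added, with 0 shared. In its other settings it gave 0, with between 24 and 144 genes at an unadjusted p under 0.05. Of 110 genes of the paper and of the lists tested between treatments, 6 passed, 67 with the replicate block, which lost 0 of the 6, and 18 with the identical library taken as that of KO embryo 3. With the identical library taken as that of KO embryo 2, KO embryo 3 has only a control library in the block. That library then does not enter the estimate, so the block comes close to the fit without KO embryo 3. In these fits the interactions were 2.98 and 2.95 for Gch1 and -0.18 and -0.20 for Ang. The further calls of the block are therefore no evidence apart from the loss of that library. What the pairing itself added was not tested.

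For the 16 congenic genes of Fig. 6b, the number with a slope in control was 0 with edgeR and 4 with least-squares regression of CPM, 4 of log2 CPM, 4 by the arrangements of the genotype values and 11 with RUVg and regression. With doxorubicin it was 1 with edgeR, 3 and 3 with the regressions, 4 by the arrangements, 9 with RUVg, 7 without the Het library and 5 with the identical libraries counted as 2, added. The regressions take an unadjusted p and the edgeR test one adjusted over the list alone, and the cause of the other changes was not tested.

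Ang kept its direction in every setting that left genes to test. In control its call changed with RUVg, with a log2 fold change of -2.58, and with doxorubicin it no longer passed with all libraries in a single fit, at -2.998, or in the quasi-likelihood test with the identical libraries counted as 2, added. The 15 genes of Fig. 5f kept the direction of the paper's table, 15 of 15, with DESeq2 and with each KO embryo left out. Of 54 other log2 fold changes and interactions of named genes, compared over part of the settings, 52 kept their direction and 41 had a call that changed. Cd36 in control went from -0.29 without KO embryo 3 to 3.28 without KO embryo 2, and Pnp in control from -0.53 without KO embryo 3 to 0.033 without KO embryo 2. Each of these 2 reversals comes with the loss of 1 library. Values of named genes outside these 54 also reversed. Without KO embryo 3 the interaction of 4930579G18Rik went from -0.83 to 0.41 and that of Loxl2 from 0.27 to -0.15. With the replicate block the change from control to doxorubicin in KO went from -1.63 to 4.19 for Isg15 and from -2.48 to 0.58 for Cd36. The control library of KO embryo 3 does not enter the estimate in that block. In the part of the settings compared here, without Ang and without Cdkn1a in control, the call stayed in 99 cases and became significant in 10 in control. Over all settings tried, Sall2, Meox1, Cdhr1 and Tmem260 each passed in 9 in control. With doxorubicin the call stayed in 125, became significant in 12 and was lost in 22. Between treatments it stayed in 84, became significant in 2, both with the replicate block, and was lost in 11, all of them without the control library of KO embryo 2. For the interaction it stayed in 34 and became significant in 1, Gch1 with the replicate block. The value of Rpph1 with doxorubicin moved without KO embryo 1, but Rpph1 was at the floor in KO, so no size is given.

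Depth limits the genes with few counts, such as Rpph1 with doxorubicin, with 1 and 2 counts in KO, and Fhit in control, with 3 counts in WT, for which only bounds can be given.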

Differences from the paper's values

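The tests with settings that are said to have been added were chosen only after the result was seen.

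The paper reports 520 DEGs between WT and KO in control, and 0 genes passed here, with 10 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap, with 121 genes by RUVg and edgeR's exact test, 47 without KO embryo 1, 41 without KO embryo 2 and 0 in the others. Of the paper's genes, 117 were called by RUVg with the exact test, 24 without KO embryo 1 and 19 without KO embryo 2. The RUVg settings that were chosen after seeing the values called between 127 and 462 of them, the most with 2 factors over genes with more than 5 counts in at least 2 libraries, where 4523 genes passed in all. With 2 factors no degree of freedom is left for the spread in control, so these calls do not close the gap.

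For the congenic region the paper's number is 17 DEGs, and here it was 0 of 134 tested, with 2 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed this gap, each giving 0. RUVg with edgeR's exact test gave 7, a setting chosen for this list after seeing the values.

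Genes with a linear dependence on genotype number 8 in control in the paper's text, against 0 here. RUVg followed by least-squares regression gave 11, more than the paper's 8 but within a factor of 1.5 of it, while regression of CPM with 4, regression of log2 CPM with 4, the arrangements with 4, the fit without Het with 0 and those without 1 KO embryo with 0 lay further from it. With doxorubicin the number was about 9 in Fig. 6b, read by eye, against 1 here. RUVg with regression, with 9, and the edgeR fit without Het, with 7, closed it, and both regressions with 3, the arrangements with 4 and the fits without KO library 2 or 3 with 1 did not. Regression with the identical libraries counted as 2, chosen after seeing the values, gave 5.

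With doxorubicin the paper's table lists 811 DEGs, and 30 genes passed here, of which 24 are in that table. None of the alternatives set before the data were examined closed the gap. They gave 5 genes with DESeq2, 9 with edgeR's exact test, 2436 with RUVg, 4 with at least 5 counts in at least 2 libraries, 33 with every gene with at least 1 count, 0 with all libraries in a single fit, 30 without Rn45s, 30 without KO library 2 or 3, 21 at an FDR under 0.001 and 46 under 0.05. RUVg with the exact test called 306 of the paper's genes, and the fit of every gene with at least 1 count called 27. With the identical libraries counted as 2, chosen after seeing the values, RUVg with 1 factor called between 354 and 369 of them. With 2 factors, which left nothing to test, it called 0, and edgeR's exact test without RUVg called 37. RUVg with other dispersions called 300 and, after upper-quartile scaling, 297, both also chosen after seeing the values.

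The paper's log2 fold change of Isg15 in control is 2.35, and here it was 6.89 (standard error 4.46, edgeR FDR 1). RUVg with edgeR's exact test, with 2.89, and the fit without KO embryo 3, with 1.07, differed from the paper's value by less than the SD of the log2 ratios of the 3 KO embryos to WT, 4.27. DESeq2 with 6.88, all libraries in a single fit with 6.84, library sizes without Rn45s with 6.90, and the fits without KO embryo 1 or 2 with 7.46 and 7.47 did not. Isg15, a DEG in the paper's table, passed an FDR under 0.01 with RUVg and edgeR's exact test and without KO embryo 1 or 2. Among settings chosen after seeing the values, it passed with RUVg with 2 factors, which leave no degree of freedom for the spread, and with 1 factor and other dispersions. It did not pass when this 1 factor was combined with upper-quartile scaling, with more than 5 counts, or with both. The FDRs there were 0.0227, 0.0206 and 0.0486 by the exact test.

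The paper names Ang, Tmem260, 4930579G18Rik and Osgep as dependent on genotype in both conditions. Here edgeR's test adjusted over the list alone gave no such gene in control, least-squares regression gave Ang and Osgep in both, and RUVg with regression gave 8 genes in both, including all 4. The paper states that the fold changes of the congenic DEGs were altered by doxorubicin. In the test of the interaction, 0 of the 16 genes had an unadjusted p under 0.05, and the smallest p adjusted over the list alone was 0.831 by edgeR. This count of 0 carries little weight if the embryos differ as much as all 3 KO embryos do. On simulated counts with their dispersion, 0.182, the test recovered 2 of 200 changed genes. With that of KO embryos 1 and 2, 0.0205, it recovered 192. These recoveries were counted over all genes tested, and not over the 16 or at an unadjusted p. The simulated changes, of 2 or 3 on the log2 scale, were larger than the interaction fitted for any of the 16. The recovery of 192 therefore does not show that changes of their size would be found. Without KO embryo 3, 1 of the 16, Hr, had an unadjusted p under 0.05, with an interaction of -1.77 (standard error 0.547, edgeR FDR 1). With the embryo as a replicate block, where KO embryo 3 does not enter the estimate, 3 of the 16 had an unadjusted p under 0.05. Among these Hr had -1.74 (standard error 0.52, p adjusted over the list alone of 0.0133 by edgeR). Hr had -0.88 (standard error 1.28) with the identical library taken as that of KO embryo 3, a setting chosen after seeing the values. That pairing joins libraries that differ in Xist and Y-linked counts. Among the genes that the paper measured by qPCR as DEGs, Ang, Rpph1, Gch1, Anxa8, Rmrp and Rn45s did not pass in control here. RUVg with edgeR's exact test called Ang, Rpph1 and Anxa8, and the fit without KO embryo 1 called Rmrp. RUVg with 2 factors and no upper-quartile scaling, chosen after seeing the values, called all 6 over the genes tested here. That setting leaves no degree of freedom for the spread, so its calls decide nothing.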

Other observations

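The tests of the paper's doxorubicin fold changes, of 129 variants, of single embryos after RUVg, and of macrophage genes in KO embryos 1 and 2 were chosen only after the result was seen.

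Each KO embryo was taken in turn as the single library against the others, in place of WT. In control, edgeR's quasi-likelihood test called 5324 genes with KO embryo 3 as the single library and 0 with WT, KO embryo 1 or KO embryo 2, where 10, 123 and 10 genes had an unadjusted p under 0.05. By this test the difference of WT from KO and that of 1 embryo from the others cannot be told apart in control, because no gene passed with WT as the single library. RUVg with the exact test called 121 genes with WT, 2959 with KO embryo 1, 54 with KO embryo 2 and 0 with KO embryo 3, where 0 genes had an unadjusted p under 0.05. The 2959 genes are consistent with a difference of KO embryo 1 from the others at least as large as that of WT, while KO embryo 2 gave fewer genes than WT. The 0 genes of KO embryo 3 say nothing about the size of its difference, since in that comparison the factor that RUVg removed was 0.861 in KO embryo 3 and between -0.364 and -0.216 in the others, which takes away the difference under test. With doxorubicin the quasi-likelihood test called 30 genes with WT, 152 with KO embryo 1 and 0 with the library of KO embryo 2, where 734 had an unadjusted p under 0.05. RUVg with the exact test called 2436 with WT, 109 with KO embryo 1 and 822 with the library of KO embryo 2. In these 3 libraries the groups and the factor together leave no degree of freedom for the spread, so these RUVg numbers do not rank the embryos. With doxorubicin a difference of genotype and one between single embryos cannot be told apart, because a KO embryo gave the most genes by the quasi-likelihood test, while WT gave the most by RUVg, where no spread is left. WT is a single embryo in every comparison.

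The paper's fold changes with doxorubicin were compared with fits that count the identical KO libraries once or as 2, over the 780 genes tested of its 811. After RUVg the median absolute difference from the paper's log2 fold changes was 0.0038 with the identical libraries counted as 2 and 0.046 with them counted once. This suggests that the identical libraries entered the paper's comparison as 2 samples. A duplicate made before the table was stored or a duplicate in the sequencing itself cannot be separated by it.

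The 134 congenic genes tested had a median under that of matched random lists in KO embryos 1 and 2 in control, and with doxorubicin the median of 135 genes was -0.14, at percentile 0 of 10000 lists, with 94 genes lower in KO. A candidate explanation is that reads of the 129 segment align less well to mm10 and are lost in counting. The highest percentile over the KO embryos was 68.3, in KO embryo 3, where the random lists themselves had an SD of 0.0869 in place of 0.0255 and 0.0127 in KO embryos 1 and 2. Lost reads and lower expression cannot be told apart, since the wide random lists of KO embryo 3 keep the test open and the reads were not used here.

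Rn45s, the pre-ribosomal transcript, was measured by the paper by qPCR in immortalized MEFs. In control it had 11607 counts in WT, 141179 in Het, and 9167, 683380 and 140748 in the KO embryos, a log2 fold change of 4.72 (standard error 3.18, edgeR FDR 1), and of 2.60 without KO embryo 2. The largest share of counts on Rn45s among the KO embryos was 81.87 times the smallest. With doxorubicin KO embryo 1 had a larger share than the library of KO embryo 2, the opposite of their order in control. Both values are consistent with unequal removal of ribosomal RNA between libraries, and a change of its transcription was not tested.

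Other genes of the paper's qPCR had these values in the control libraries. Rmrp had 33 counts in WT, 150 in Het, and 22, 1407 and 237 in KO, a log2 fold change of 4.21 (standard error 2.64, edgeR FDR 1), and of 1.88 without KO embryo 2. Rpph1 had 23 counts in WT, 31 in Het, and 0, 4 and 5 in KO, with a log2 fold change of -2.85 (standard error 1.46). With doxorubicin it had 34 counts in WT, 137 in Het, and 1 and 2 in KO, at least 10.2-fold lower. Gch1 had a log2 fold change of 1.05 (standard error 0.984), which was 0.24 without KO embryo 3. That of Anxa8 was 1.00 (standard error 1.19). It was 0.71 without KO embryo 1, 0.63 without KO embryo 2 and 1.49 without KO embryo 3. Anxa8 was at 16.3 CPM in WT, 43.6 and 46.4 in KO embryos 1 and 2, and 5.77 in KO embryo 3. With doxorubicin Anxa8 had a log2 fold change of 1.47 (standard error 0.221, edgeR FDR 7.58e-08), with an FDR between 1.12e-79 and 1 in the alternatives that left genes to test. Cd36 had 107 counts in WT, 3337 in Het, and 97, 64 and 2116 in KO, and a log2 fold change of 2.74 (standard error 2.35), against -0.29 without KO embryo 3.

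For Ang, whose induction by doxorubicin the paper compares between genotypes by qPCR, the interaction of genotype and treatment was -0.45 (standard error 0.836, edgeR FDR 1), and -0.20 without KO embryo 3. In KO, Ang was higher with doxorubicin by a log2 fold change of 1.11 (standard error 0.511, edgeR FDR 0.147), and Sall2 was lower, with -2.39 (standard error 0.267, edgeR FDR 0.00379). That of Cdkn1a was -0.44 (standard error 0.266, edgeR FDR 0.253). With the embryo as a replicate block the change of Ang was 1.39 (standard error 0.441, edgeR FDR 0.00704) and that of Cdkn1a was -0.51 (standard error 0.115, edgeR FDR 0.000442). With the identical library taken as that of KO embryo 3 in the block, a setting chosen after seeing the values, they were 1.26 (standard error 0.967) and -0.36 (standard error 0.569). The FDRs there were the highest of all settings, 0.342 and 0.676 by edgeR. This pairing joins libraries that differ in Xist and Y-linked counts, so it weighs little as a check of the block. Sall2 passed in every setting except without the control library of KO embryo 2, where its FDR was 0.0206. Gch1 had an interaction of 2.19 (standard error 1.1, edgeR FDR 1), and of 2.98 (standard error 0.368, edgeR FDR 4.92e-12) with the embryo as a replicate block, but of 2.01 (standard error 0.819) with an FDR of 1 with the identical library taken as that of KO embryo 3. In the other settings its FDR was between 0.336 and 1.

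The largest increases with doxorubicin in KO by the rule for named genes were in genes with 1 count or fewer in each control library. Insm1 had 0 counts in the 3 control libraries and 382 and 410 with doxorubicin, at least 118-fold higher. Hcn4 was at least 206-fold, Hrh3 at least 117-fold, Adra2c at least 114-fold and Neurog2 at least 50.9-fold higher. Zfp583 was at least 22.1-fold lower. Ankrd1 had a log2 fold change of -5.35 (standard error 0.406, edgeR FDR 0.00202) and Fgf7 of -4.61 (standard error 0.349, edgeR FDR 0.00202), and those of Zfp763 and Tmem136 were -4.79 and -4.34. Without the control library of KO embryo 2 the FDR of these 10 genes lay between 0.0105 and 0.0188, and in the other settings they passed. No biological explanation was tested beyond the treatment.

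The paper's table of DEGs in control holds 4 of the 14 genes of the macrophage list found in the count table, of which 13 were at 1 CPM or more in WT. The medians of their log2 ratio to WT were 1.42 in Het and -0.62, -1.03 and 0.61 in KO embryos 1, 2 and 3 in control, and 2.34 in Het and -0.28 and -0.90 in KO embryos 1 and 2 with doxorubicin. In control, 14 of the 14 genes were lower than in WT in KO embryos 1 and 2, and 9 were higher in KO embryo 3, while with doxorubicin 5 were higher in KO embryo 1 and 0 in KO embryo 2. Lyz2, the list's most abundant gene, had 1912 counts in WT and 1223, 923 and 6419 in KO. Fewer macrophages in the KO cultures and a change within the macrophages cannot be told apart, because KO embryo 3 alone goes the other way and the ratios share 1 WT library.

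The remaining lists, whose genes are in no other list, described the libraries as follows, as medians of the log2 ratio to the shared WT library. The 11 genes of glia and neural crest, of which 8 are in the paper's table and 4 were at 1 CPM or more in WT, had 3.77 in Het and 2.10, 0.71 and 1.33 in KO embryos 1, 2 and 3 in control. With doxorubicin they had 1.42 in Het, or 1.52 with genes at the floor set at their bound, and 0.48 and 0.05 in KO embryos 1 and 2. The 14 targets of p53, of which 1 is in the paper's table and 14 were at 1 CPM or more, had 0.31 in Het and -0.24, -0.12 and 0.24 in KO in control, and 0.15 in Het and -0.09 and 0.22 in KO with doxorubicin. The 11 genes of proliferation, of which 0 are in the paper's table and 11 were at 1 CPM or more, had -1.62 in Het and 0.47, 0.06 and -1.29 in KO in control, and -1.35 in Het and 0.25 and 0.06 in KO with doxorubicin. No explanation of these medians was tested.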
